# Chronic sleep loss disrupts rhythmic gene expression in *Drosophila*

**DOI:** 10.3389/fphys.2022.1048751

**Published:** 2022-11-18

**Authors:** Zikun Wang, Samantha Lincoln, Andrew D. Nguyen, Wanhe Li, Michael W. Young

**Keywords:** chronic sleep loss, rhythmic gene expression, transcriptome profiling, sleep, circadian rhythm

## Abstract

Genome-wide profiling of rhythmic gene expression has offered new avenues for studying the contribution of circadian clock to diverse biological processes. Sleep has been considered one of the most important physiological processes that are regulated by the circadian clock, however, the effects of chronic sleep loss on rhythmic gene expression remain poorly understood. In the present study, we exploited *Drosophila* sleep mutants *insomniac* ^*1*^ (*inc* ^*1*^) and *wide awake* ^*D2*^ (*wake* ^*D2*^) as models for chronic sleep loss. We profiled the transcriptomes of head tissues collected from 4-week-old wild type flies, *inc* ^*1*^ and *wake* ^*D2*^ at timepoints around the clock. Analysis of gene oscillation revealed a substantial loss of rhythmicity in *inc* ^*1*^ and *wake* ^*D2*^ compared to wild type flies, with most of the affected genes common to both mutants. The disruption of gene oscillation was not due to changes in average gene expression levels. We also identified a subset of genes whose loss of rhythmicity was shared among animals with chronic sleep loss and old flies, suggesting a contribution of aging to chronic, sleep-loss-induced disruption of gene oscillation.

## Introduction

Many genes exhibit rhythmic expression patterns and are regulated by an internal timing system, the circadian clock. In animals, the circadian clock, regulated by a transcription-translation feedback loop, controls networks of genes oscillating with ∼24-hour periodicity. These in turn influence rhythmic aspects of animal physiology and behavior, most prominently, sleep (Rijo-Ferreira and Takahashi, 2019).

Chronic disruptions of sleep and circadian rhythm are intertwined processes: Sleep, which is considered to be regulated by both a homeostatic and a circadian process (Borbely, 1982), is directly influenced by the circadian clock. However, sleep deprivation not only changes subsequent depth of sleep, but also alters light responsiveness and phase shifting property of the circadian clock (Challet et al., 2001; Mistlberger et al., 2002; Burgess, 2010; van Diepen et al., 2014; Jha et al., 2017). Only a handful of investigations have asked how sleep affects the circadian clock. These studies have demonstrated correlations between the electrical activity of neurons composing the suprachiasmatic nucleus (SCN), the mammalian central clock, and depth of sleep or sleep pressure (Deboer et al., 2003; Deboer et al., 2007; Schmidt et al., 2009). Sleep pressure was also found to attenuate phase shifts induced by light in mice, hamsters and humans (Challet et al., 2001; Mistlberger et al., 2002; Burgess, 2010). These physiological and behavioral effects of sleep on the circadian clock were mostly examined using sleep restriction, caffeine treatment or acute sleep deprivation experiments. How chronic sleep disruption affects rhythmicity remains poorly documented, particularly, on the level of oscillating gene expression.

In mice and primates, respectively ∼40% and ∼80% of all protein-coding genes exhibit daily rhythmic expression (Zhang et al., 2014; Mure et al., 2018). In *Drosophila*, micro-array and RNA-sequencing methods have identified several hundred transcripts whose oscillating properties are regulated by *period*, the first identified clock gene (Claridge-Chang et al., 2001; McDonald and Rosbash, 2001; Hughes et al., 2012). *Drosophila* has been established as an exceptional model for studying the genetic basis of sleep regulation (Shafer and Keene, 2021)*.* Similar to the mammalian brain, spontaneous sleep, spontaneous wakefulness and sleep deprivation in *Drosophila* all directly modulate gene expression (Cirelli et al., 2005). *Drosophila* sleep mutants can serve as an efficient and inexpensive method to achieve chronic sleep disruption in a large number of animals for profiling rhythmic gene expression. Here we report a substantial loss of rhythmicity in oscillating gene expression in young adult animals that harbor mutations that chronically disrupt sleep. A subset of these genes similarly lost rhythmicity in aged flies.

## Materials and methods

### *Drosophila* strains and culture

*Drosophila melanogaster* stocks were raised on standard media (cornmeal/yeast/molasses/agar) at 25 °C under 12-hour light/12-hour dark (LD) cycles. Wild type isogenic strain *Canton-S w* ^*1118*^ (*iso1CJ*) (Li et al., 2013a), referred to as *WT*, was used as the control for behavioral experiments and RNA-seq experiments. Sleep mutant strain *inc* ^*1*^ (Stavropoulos and Young, 2011) was a standing stock of the laboratory. Sleep mutant strain *wake* ^*D2*^ (Liu et al., 2014) was kindly provided by Dr. Mark Wu. Both mutant strains were backcrossed to the wild type strain *Canton-S w* ^*1118*^ (*iso1CJ*) for at least 5 generations.

### Sleep measurement and analysis

Locomotor activity of flies was collected using the *Drosophila* Activity Monitor (DAM) system (TriKinetics, Waltham, MA). Flies were singly housed in glass tubes containing fly culture food and assayed at 25°C under LD cycles. Activity counts were collected at 1-min bins for 5 LD cycles immediately after the loading day. DAM monitor files were processed with pySolo software (Gilestro and Cirelli, 2009). Sleep was determined as at least 5 min of inactivity. Sleep duration and sleep bouts were analyzed with pySolo software.

For sleep measurements across the lifespan of control and mutant flies, flies were housed and aged in food bottles, with males and females housed together in each bottle. Flies were flipped every week into fresh food bottles. Batches of male flies were loaded into the DAM system every 5 days at designated ages and sleep was measured over 5 consecutive days. All flies used in Figure 1 were born around the same time and aged the same way. Each data point was collected from flies raised and aged in the same bottles.

### Longevity assay

Parent flies were raised on standard media for 2–3 days and then removed. Offspring were collected within 24 h after eclosion and were raised in LD cycles at 25°C for 2 days. Subsequently, 15 male and 15 female animals were placed into each individual food vial, and the vials were placed in LD cycles at 25 °C. Animals were transferred to new food vials every 1–3 days and the number of dead animals was recorded. dLife software was used to analyze longevity data (Linford et al., 2013). Log-rank tests were performed to determine statistical significance. Flies that escaped during transfer were included in the analysis as right-censored events.

### RNA extraction

Heads of about 200 flies of mixed sexes were collected at designated age and time. For RNA-seq experiments, four groups of samples were collected, *WT* at Day 27 as control group, *inc* ^*1*^ at Day 27, *wake* ^*D2*^ at Day 27, and *WT-old* at Day 49. Samples were collected every 4 h over 2 days of LD cycles, yielding 12 timepoints per genotype. Total RNA was extracted using TRIzol (Invitrogen) reagents and homogenized using a BeadBug microtube homogenizer (Benchmark Scientific). Samples were further extracted using chloroform and the aqueous phase containing nucleic acids was harvested. RNeasy Mini Kit (Qiagen) was used to remove DNA with DNase and further purify the samples, according to the manufacturer’s protocol.

### RNA sequencing

RNA-seq was conducted at the Genomics Resource Center of the Rockefeller University. Sequencing libraries were prepared with the Illumina TruSeq stranded mRNA LT kit. 100 ng of total RNA for each sample was used. Libraries were multiplexed and sequenced on the Illumina NextSeq 500 sequencer using high output V2 reagents and NextSeq Control Software v1.4 to generate 75bp single reads, following manufacturer’s protocol. The sequencing depth was about 25 million reads per sample. Reads were aligned to the *D. melanogaster* reference genome assembly (Release 6.13) with STAR and read counts were generated with featureCounts (dos Santos et al., 2015; Dobin et al., 2013; Liao et al., 2014). Genes with cpm values less than 1 in more than 28 samples in the entire dataset were considered as low expression and were removed from further analysis. Pearson’s correlations between samples were calculated using package in R. PCA was performed using module implemented in DESeq2 (Love et al., 2014).

### Differential gene expression analysis

DGE analysis was performed with DESeq2 (Love et al., 2014) and edgeR (Robinson et al., 2010; McCarthy et al., 2012) with recommended parameter settings for time series analysis. Specifically, likelihood ratio test (LRT) was used in DESeq2 and generalized linear model (GLM) was used in edgeR. Differentially expressed genes were selected with significance cutoffs of BH adjusted *p* < 0.05 for DESeq2 and *p* < 0.05 for edgeR. Gene ontology (GO) analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang da et al., 2009a; Huang da et al., 2009b).

### Circadian analysis

Rhythmically expressed genes were identified using ARSER (Yang and Su, 2010), JTK cycle (Hughes et al., 2010), and GeneCycle (Wichert et al., 2004; Ahdesmaki et al., 2005; Ahdesmaki et al., 2007). For all three programs, input data was formatted as a series of two consecutive cycles. Genes whose cycling expression was deemed significant by at least two programs were considered as oscillating (Koike et al., 2012). For phase distribution, peak expression times calculated by JTK cycle were used. For change of rhythmicity analysis, highly rhythmic genes were defined as BH adjusted *p* < 0.01 and highly arrhythmic genes as BH adjusted *p* > 0.5, with BH adjusted *p* values calculated by JTK cycle.

### Statistical analysis

Statistical analysis for sleep experiments was performed using Prism 8 (GraphPad) with specific statistical tests described in figure legends. Statistical analysis for longevity experiments was performed using dLife. RNA-seq experiments were analyzed in R.

## Results

### Sleep loss throughout lifetime in sleep mutants

To achieve chronic and consistent sleep loss, we monitored the sleep behavior of sleep mutants *insomniac* ^*1*^ (*inc* ^*1*^) and *wide awake* ^*D2*^ (*wake* ^*D2*^) over their entire lifespans (Figure 1). *inc* ^*1*^ and *wake* ^*D2*^ were selected because 1) both *inc* ^*1*^ and *wake* ^*D2*^ demonstrate robust sleep loss phenotypes; 2) both *inc* and *wake* function in the brain to regulate sleep; and 3) *inc* and *wake* are involved in distinct biological pathways; 4) both mutants exhibit a reduction in lifespan, indicating suboptimal levels of sleep (Stavropoulos and Young, 2011; Liu et al., 2014) (Supplementary Figure S1). The mutants were backcrossed to the same genetic background using an isogenized wild type strain *iso1CJ* (Li et al., 2013a), hereafter referred to as *WT*. It has been reported that compared to closely related *w* ^*1118*^ strain, *WT* flies show deeper sleep especially at night (Faville et al., 2015).

**FIGURE 1:**
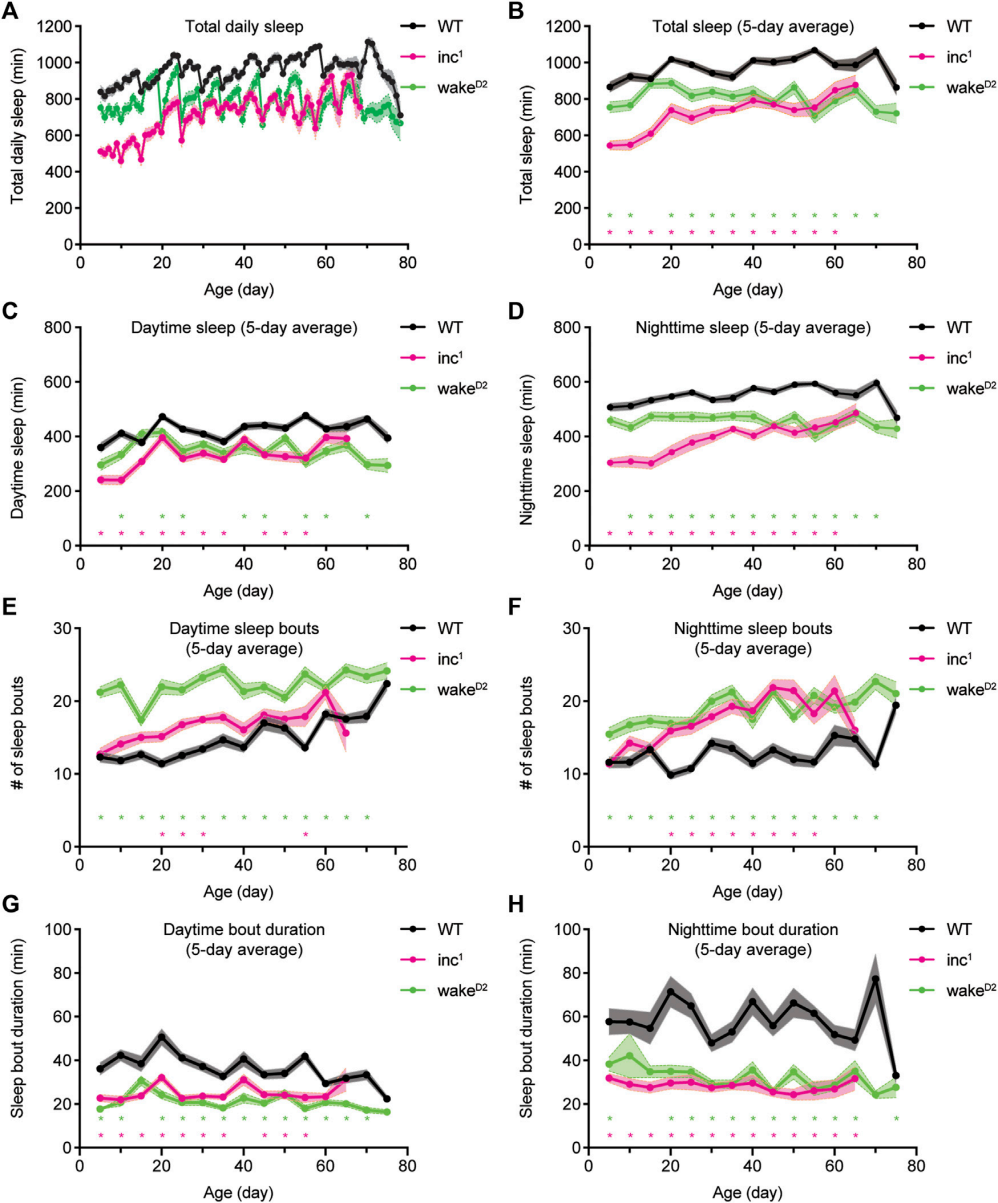
Chronic and consistent sleep loss in sleep mutants *inc* ^*1*^ and *wake* ^*D2*^. **(A)** Average total sleep per day for *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green) male flies over lifetime. **(B–D)** 5-day average total sleep per day **(B)**, average daytime sleep **(C)**, and average nighttime sleep **(D)** for *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green) male flies over lifetime. Each data point represents flies of corresponding age that were loaded and measured for sleep over 5 consecutive days. Data collected from different loadings are connected by solid line. **(E,F)** Average number of daytime sleep bouts **(E)** and nighttime sleep bouts **(F)** for *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green) male flies over lifetime. **(G, H)** Average duration of daytime sleep bouts **(G)** and nighttime sleep bouts **(H)** for *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green) male flies over lifetime. Mean ± SEM is shown. *n* = 26–32 for *WT*, n = 4–32 for *inc* ^*1*^, n = 11–32 for *wake* ^*D2*^. *p < 0.05; multiple t tests with Holm-Sidak correction against same-age *WT* flies.

To quantify sleep behavior over the entire lifespan, batches of control and mutant flies were loaded into the *Drosophila* Activity Monitor (DAM) system every 5 days at specific ages and tested for sleep over 5 consecutive days. Sleep mutants *inc* ^*1*^ and *wake* ^*D2*^ consistently showed decreased amounts of total sleep, daytime sleep, and nighttime sleep than wild type animals (Figures 1A–D). Variations in total sleep, daytime sleep, and nighttime sleep were observed within each genotype. Measurements of sleep duration mildly increased in old *WT* flies. The daily sleep time, daytime sleep, and nighttime sleep of *wake* ^*D2*^ animals fluctuated around fixed levels. However, total sleep of *inc* ^*1*^ flies increased substantially in old animals, most of which could be attributed to increased nighttime sleep (Figures 1C,D). Analysis of sleep bouts showed that over the entire course of lifelong sleep measurement, both *inc* ^*1*^ and *wake* ^*D2*^ mutant animals showed higher numbers of sleep bouts and bouts of shorter duration compared to control animals (Figures 1E–H). The improvement of sleep with age observed for *inc* ^*1*^ could be due to survivorship bias; *inc* ^*1*^ flies that managed to get better sleep throughout life might be more likely to live longer. Furthermore, *inc* ^*1*^ and *wake* ^*D2*^ animals showed significantly shortened lifespans, suggesting that the mutant flies suffered from physiological defects due to chronic sleep loss (Supplementary Figure S1). Taken together, sleep mutants *inc* ^*1*^ and *wake* ^*D2*^ offer exceptional genetic materials to study the consequences of chronic sleep loss.

### Transcriptome scale changes of rhythmic gene expression following chronic sleep loss

To study the effects of chronic sleep loss on gene oscillation, we performed transcriptome profiling using RNA-sequencing (RNA-seq) to investigate the changes on gene expression in *inc* ^*1*^ and *wake* ^*D2*^ animals. 

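RNA was sequenced from pooled heads of male and female flies at Day 27 from 3 genotypes: *WT*, *inc* 1, which carries a mutation in *insomniac* (*inc*), and *wake* D2, which carries a mutation in *wide awake* (*wake*). Each library came from 1 genotype at 1 timepoint, so no timepoint was replicated and the timepoints of a genotype served as its replicates. Libraries every 4 h from ZT0 to ZT44 were used, 12 from *inc* 1, 12 from *wake* D2 and 10 from *WT*, in which ZT28 and ZT40 were not used here. The authors deposited the number of reads counted on each of 17490 genes, without normalization. Reads counted on genes totalled 20118067 to 27569604 per *WT* library (median 20888180), 12630462 to 28906177 per *inc* 1 library (median 23070127) and 20037165 to 28176695 per *wake* D2 library (median 24489009). At the lowest of these totals, 3 counts correspond to 0.149 CPM in *WT*, 0.238 CPM in *inc* 1 and 0.15 CPM in *wake* D2, a floor that covers counting error only. Counts were normalized by edgeR's TMM method, and genes under 1 CPM in more than 28 of all 46 libraries of the dataset were removed, which left 9969 genes. Time-averaged levels were compared by edgeR's quasi-likelihood test with the group and the time of day in the model, fitted to all 46 libraries, with Benjamini-Hochberg adjustment over genes.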

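The mutated genes were examined first. *inc* (FBgn0025394) lies on chromosome X of the Release 6 assembly from 1483479 to 1517615. It was at 10.6 ± 1.89 CPM (SD, n = 12) in *inc* 1 and 83.7 ± 13.6 CPM (SD, n = 10) in *WT*, with every *inc* 1 library between 8.55 and 15.1 CPM and every *WT* library between 66.6 and 104.4 CPM. *wake* (FBgn0266418), on chromosome 3R from 22639808 to 22683827, was at 44.3 ± 4.81 CPM (SD, n = 12) in *wake* D2, between 36.1 and 52.0 CPM, and at 72.2 ± 4.00 CPM (SD, n = 10) in *WT*, between 66.2 and 80.1 CPM. The log2 fold change of *wake* in *wake* D2 was -0.71 (standard error 0.0544, adjusted p = 4.7e-13, and between 6.6e-34 and 3.4e-05 over 8 alternative settings of the test). Marker genes of tissues outside the head, listed after this pattern had been seen, were also measured. The median of the male accessory gland markers was above 1 CPM in 3 of 10 *WT*, 4 of 12 *inc* 1 and 11 of 12 *wake* D2 libraries, and the testis, ejaculatory bulb and midgut markers were above 1 CPM in the same number of libraries of each genotype. Ovary markers stayed under 1 CPM in every library.

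**Figure D1:**
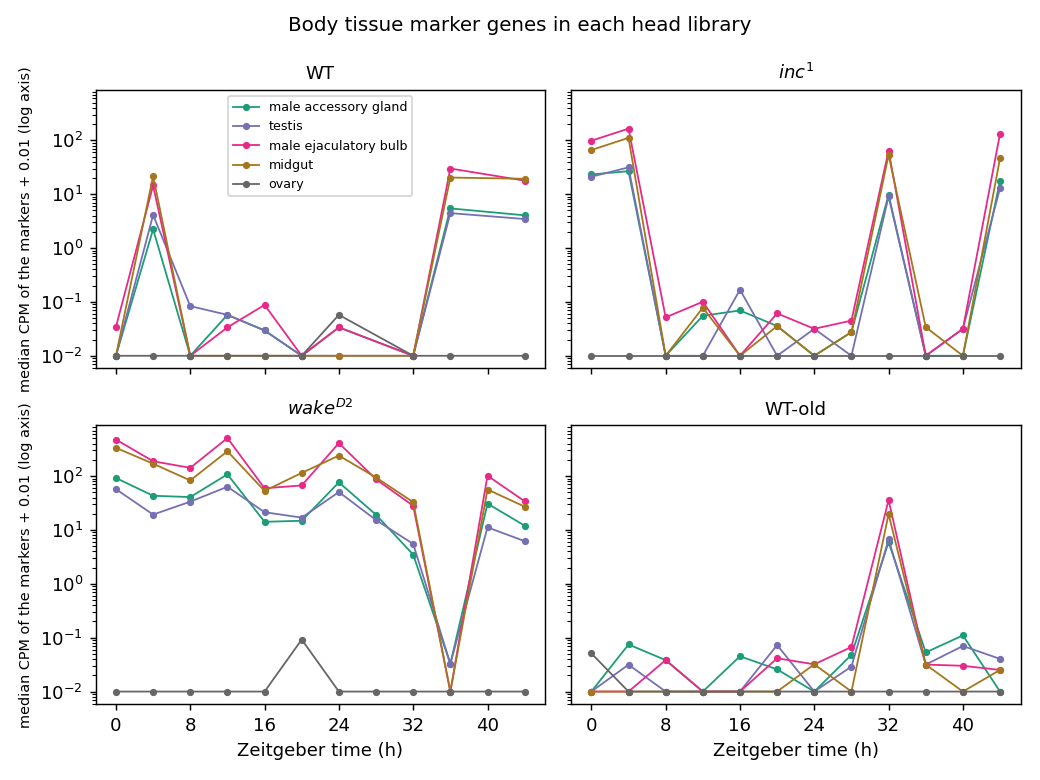
Median CPM of marker genes of the male accessory gland, testis, male ejaculatory bulb, midgut and ovary (vertical axis, log scale after adding 0.01) against Zeitgeber time in hours, with 1 panel per group and 1 point per library. The accessory gland markers are above 1 CPM in 11 of the 12 *wake* D2 libraries and in 1 of the 12 *WT-old* libraries.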

Because *inc* and *wake* have diverse physiological functions, an intersectional approach using both mutants can enrich the gene expression changes that result from chronic sleep loss.

The age for sample collection was determined based on the longevity profiles of the mutants and *WT* animals (Supplementary Figure S1B). Both male and female flies of the same genotype were housed together, as social environment has been reported to affect sleep in flies (Li et al., 2021). Within-group comparison between male flies and female flies did not show significant differences for *WT* (*p* > 0.05) or *wake* ^*D2*^ (*p* > 0.05). *inc* ^*1*^ flies displayed a moderate sex-dependent difference in survivorship (*p* < 0.05) which was more evident after Day 50 (Supplementary Figure S1B). For both males and females, same-sex comparison of sleep mutants against control animals all showed significantly reduced longevity in sleep mutants (*p* < 0.0001) (Supplementary Figure S1B). We collected heads from 4-week-old animals, before the rapid descent of their longevity curves. Samples were collected every 4 h over 2 days of 12-hour light/12-hour dark (LD) cycles, yielding 12 timepoints per genotype. 

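Similarity between libraries was measured as Pearson's r across the 9969 genes on log2 CPM values with a prior count of 2, in which genes are not independent replicates. The median r was 0.978 over the 243 pairs of libraries within a group (range 0.773 to 0.996) and 0.930 over the 792 pairs from different groups (range 0.748 to 0.993). Within-group medians were 0.982 in *WT*, 0.975 in *inc* 1, 0.973 in *wake* D2 and 0.982 in *WT-old*. The mean r within groups exceeded the mean between groups by 0.0420 (one-sided permutation test of the group labels, p = 1e-05, the smallest that 100000 permutations can give). Libraries of the same group and the same time of day on the 2 sampling days had a median r of 0.991 over 22 pairs. Between groups, *WT* libraries had a median r of 0.969 with *inc* 1, 0.978 with *WT-old* and 0.894 with *wake* D2. Genes of the male reproductive tract and gut, whose markers were above 1 CPM in 11 of 12 *wake* D2 libraries, were left in these values. With Spearman's rank correlation the medians were 0.983 within and 0.972 between groups, and the difference of the means was 0.0168 (permutation p = 1e-05).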

RNA-seq results showed high within-group correlations (Supplementary Figure S2A). Principal component analysis (PCA) showed clear separations among genotypes (Supplementary Figure S2B).

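The principal components were computed here from the 500 genes with the largest variance of log2 CPM. In the 3 groups of Day 27, the first component held 93.8% of the variance, and 44.2% of the variance of its scores lay between genotypes (permutation test of the genotype labels, p = 0.00024). The genes with the largest weights on this component, named after their values were seen, were *Ebp*, *CG17097*, *Jon65Aiv*, *Jon65Aiii* and *Mur18B*, and reads of the near-identical *Jon65Aiii* and *Jon65Aiv* could be split between the pair in counting. Scores of the genotypes overlapped on it, from -67.0 to 21.8 in *WT*, from -66.6 to 74.9 in *inc* 1 and from -64.5 to 102.7 in *wake* D2. The libraries with positive scores were those with accessory gland, testis, ejaculatory bulb and midgut markers above 1 CPM, and no others. The share between genotypes on this component can therefore not be told apart from the signal of these tissues. The second component held 1.45% of the variance, of which 84.4% lay between genotypes (p = 1e-05, the smallest that the permutations can give). On this component the *inc* 1 scores (4.09 to 14.9) lay above all scores of *wake* D2 (-7.69 to 1.21) and of *WT* (-13.5 to -4.41), and the ranges of *wake* D2 and *WT* overlapped. With all 9969 genes in place of the 500, the second component of these groups held 4.72% of the variance and 4.12% of its score variance lay between genotypes (permutation p = 0.516). With DESeq2's variance stabilizing transformation of the counts, the second component held 2.88% of the variance, of which 89.3% lay between genotypes (permutation p = 1e-05).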

We first inspected the core circadian clock genes, *period* (*per*), *timeless* (*tim*), *Clock* (*Clk*), and *cryptochrome* (*cry*) (Figures 2A–D). It was clear that the Reads Per Kilobase of transcript, per Million mapped reads (RPKM) from the RNA-seq dataset for all 4 core clock genes oscillated with a 24-hour period in all 3 groups. However, some deviations from the control group were observed (Figures 2A–D). 

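Rhythms of these genes were measured here on CPM values, since the deposited counts hold no gene lengths from which the RPKM could be made. A cosine with a 24 h period was fitted to log2 CPM over all timepoints of a group, and its F test gave p = 1.8e-06 for *per* (FBgn0003068, chromosome X, 2685580 to 2692780), 7.1e-05 for *tim* (FBgn0014396, 2L, 3493986 to 3508119), 0.0045 for *Clk* (FBgn0023076, 3L, 7763233 to 7775603) and 5.1e-05 for *cry* (FBgn0025680, 3R, 19212154 to 19215442) in *WT* (n = 10 timepoints). In *inc* 1 (n = 12) the same test gave 1.8e-07, 1.0e-06, 0.00054 and 0.00013 for these genes in turn, and in *wake* D2 (n = 12) it gave 2.0e-08, 6.6e-06, 0.00046 and 3.5e-06. The fitted peaks of *per* lay at 11.0 h in *WT*, 12.2 h in *inc* 1 and 11.6 h in *wake* D2, and those of *Clk* at 0.281 h, 1.16 h and 0.712 h. The ratio of the fitted peak to the trough in *WT* was 9.98 for *per*, 7.89 for *tim*, 3.82 for *Clk* and 4.40 for *cry*. By the rank-based test of JTK cycle over the 10 timepoints shared by all groups, *Clk* had p = 0.165 in each of the 3 groups. In *inc* 1, *cry* had p = 0.0844 by this test, and 0.0043 with all 12 timepoints. The other p values of the 4 genes at the shared timepoints were under 0.05 in these groups.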

The amplitudes of oscillation in *inc* ^*1*^ flies were significantly lower for *per* (Benjamini-Hochberg (BH) adjusted *p* < 0.0001), *tim* (BH adjusted *p* < 0.0001), and *cry* (BH adjusted *p* < 0.0001). 

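The amplitude of the fitted log2 cosine of *per* was 1.35 (standard error 0.0814, n = 12) in *inc* 1 and 1.66 (standard error 0.0967, n = 10) in *WT*. That of *tim* was 1.62 (standard error 0.119) against 1.49 (standard error 0.152), and that of *cry* 0.967 (standard error 0.129) against 1.07 (standard error 0.101), differences smaller than their standard errors combined. Whether the 24 h rhythm differed from *WT* was tested with the interaction of the group with the cosine and sine of time in edgeR's quasi-likelihood test. For *per*, which lies within 2 Mb of *inc* on chromosome X, this gave p = 0.00015, which was 0.0018 after Benjamini-Hochberg adjustment over the 12 tests of the 4 genes in 3 groups and 0.187 after adjustment over all genes. The p adjusted over all genes was 1 for *tim* and 1 for *cry*. The collection timepoint was also fitted as a replicate block, although deviations of *WT* and *inc* 1 libraries of the same timepoint had a mean r of 0.212 and those of the same hour on the other day -0.300. With this replicate block the adjusted p was 0.00019 for *per*, and over all 7 alternatives it ranged from 0.00019 to 0.577. On the linear scale, the CPM amplitude over the 10 shared timepoints in *inc* 1 was 60.3% of that of *WT* for *per*, 83.8% for *tim*, 67.4% for *cry* and 99.9% for *Clk*. An exact permutation test of any 24 h difference, in amplitude or in peak time, exchanged the groups within timepoints and gave p = 0.0078 for *per*, 0.012 for *tim*, 0.025 for *cry* and 0.018 for *Clk*, each of which had an adjusted p of 0.0609 over the 12 linear tests of the family. An exact permutation test of the amplitude alone, chosen after seeing these values, gave p = 0.0078 for *per*, 0.035 for *tim*, 0.0098 for *cry* and 0.979 for *Clk*, with adjusted p of 0.0391, 0.0844, 0.0391 and 0.979 over the same family. The CPM amplitude falls with the level of a gene. The time-averaged level was lower in *inc* 1 for *per* (log2 fold change -0.34), *tim* (-0.41) and *cry* (-0.28). These tests on CPM therefore do not tell a change of rhythm from a change of level.

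**Figure D2:**
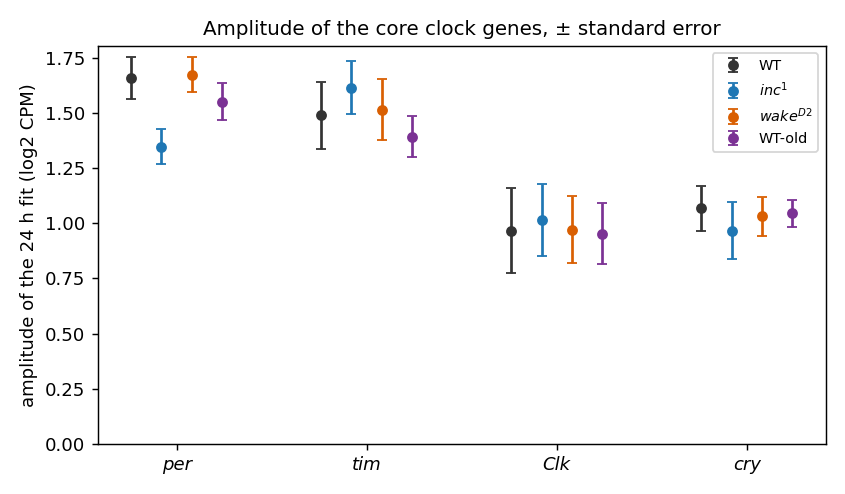
Amplitude of the 24 h cosine fitted to log2 CPM (vertical axis) of *per*, *tim*, *Clk* and *cry* in each group, with bars for the standard error of the fit (n = 10 timepoints in *WT*, 12 in the others). The amplitude of *per* is 1.35 in *inc* 1 and 1.66 in *WT*.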

In *wake* ^*D2*^, oscillation of *cry* was dampened compared to *WT* (BH adjusted *p* < 0.0001). These results suggested oscillation amplitudes of core clock genes were altered in sleep mutants, albeit the core clock genes remain robustly rhythmic.

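The log2 amplitude of *cry* in *wake* D2 was 1.03 (standard error 0.0879, n = 12), and its 24 h interaction test against *WT* gave an adjusted p of 1 in edgeR's quasi-likelihood test. The CPM amplitude was 93.1 (standard error 11.2) in *wake* D2 and 118.9 (standard error 12.4) in *WT* over the shared timepoints, 78.4% of the *WT* amplitude. The exact permutation test of any 24 h difference gave p = 0.0488 (adjusted p = 0.0837), and that of the amplitude alone, chosen after seeing the data, gave p = 0.0059 (adjusted p = 0.0391, and 0.0391 to 1 over the 7 alternatives for *cry*). The time-averaged level of *cry* was also lower in *wake* D2 (log2 fold change -0.26), and these tests on CPM do not tell level from rhythm. With the collection timepoint as a replicate block, the interaction test of *cry* again gave an adjusted p of 1, and deviations of *WT* and *wake* D2 libraries of the same timepoint were opposed, with a mean r of -0.430.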

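The time-averaged level of the 4 genes was tested apart from their rhythm. In *inc* 1 the log2 fold change was -0.34 for *per* (standard error 0.0824, adjusted p = 0.0011), -0.41 for *tim* (standard error 0.0548, adjusted p = 1.2e-07), -0.28 for *cry* (standard error 0.0553, adjusted p = 9.9e-05) and -0.02 for *Clk* (standard error 0.0471, adjusted p = 0.769). Under the 8 alternatives the adjusted p ranged from 0.00032 to 0.489 for *per*, from 3.6e-12 to 0.597 for *tim* and from 7.7e-06 to 0.576 for *cry*, with the highest values when the time of day was left out of the model. In *wake* D2 it was -0.26 for *cry* (standard error 0.0552, adjusted p = 0.00043, and between 6.0e-05 and 0.735 under the alternatives), while *per* (-0.13, adjusted p = 0.269), *tim* (-0.11, adjusted p = 0.165) and *Clk* (0.06, adjusted p = 0.452) were not past 0.05 in edgeR's quasi-likelihood test. For *Clk* in *inc* 1, the log2 fold change changed sign to 0.01 with the first sampling day alone.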

**FIGURE 2:**
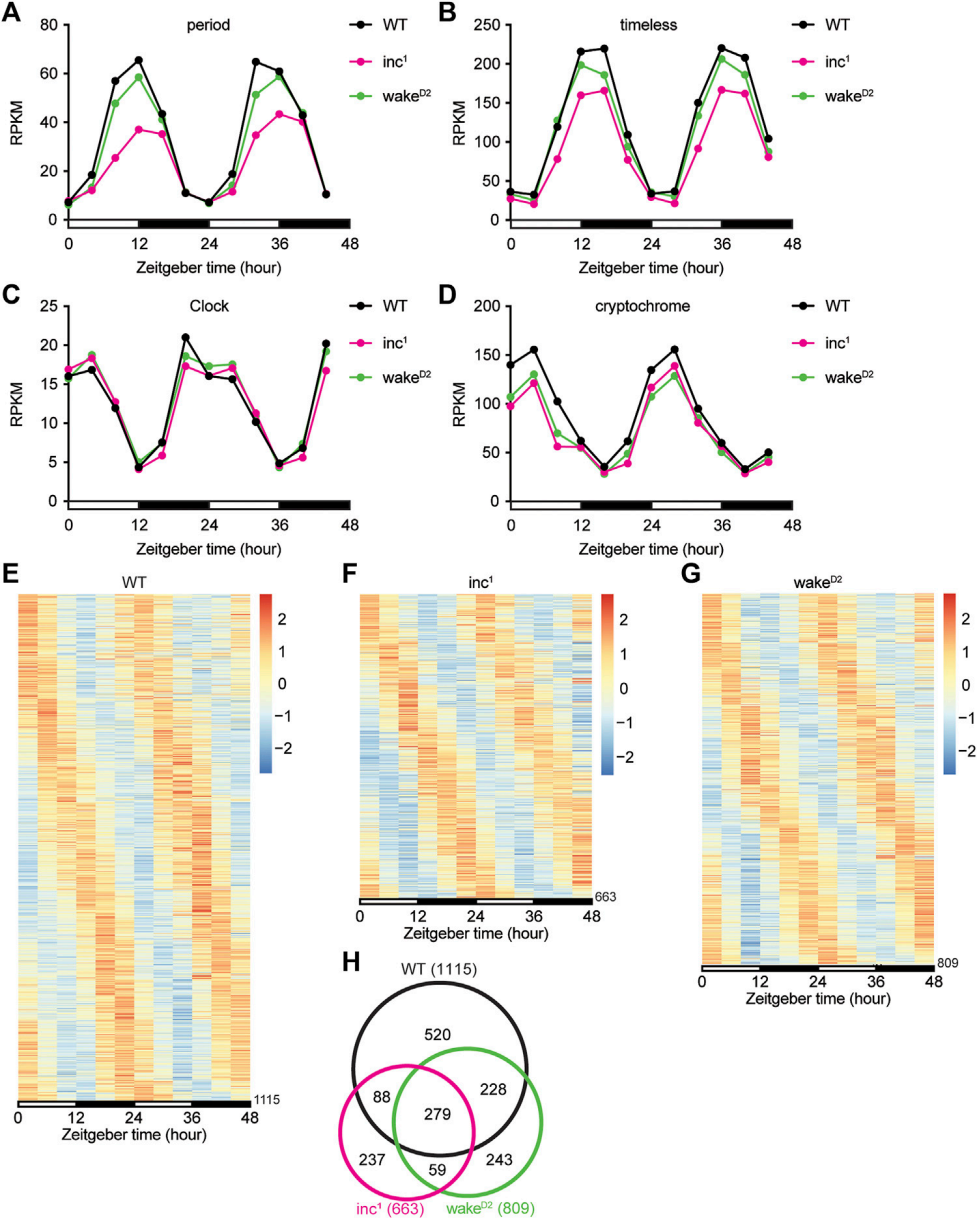
Chronic sleep loss by *inc* or *wake* mutations disrupts circadian gene oscillation. **(A–D)** Reads Per Kilobase of transcript, per Million mapped reads (RPKM) of *period* **(A)**, *timeless* **(B)**, *Clock* **(C)**, and *cryptochrome* **(D)** for *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green). x axis represents two 12-hour light/12-hour dark (LD) cycles with white bars representing daytime and black bars representing nighttime. For *period*, **** *inc* ^*1*^ and n.s. *wake* ^*D2*^. For *timeless*, **** *inc* ^*1*^ and n.s. *wake* ^*D2*^. For *Clock*, n.s. *inc* ^*1*^ and *wake* ^*D2*^. For cryptochrome, **** *inc* ^*1*^ and *wake* ^*D2*^. All comparisons are against *WT*, using Benjamini-Hochberg adjusted *p* values calculated by DESeq2 for time-series analysis. ****p < 0.0001; n.s., not significant. **(E–G)** Heatmaps of rhythmic genes in *WT* **(E)**, *inc* ^*1*^ **(F)**, *wake* ^*D2*^ **(G)** groups. Each row represents one gene, and each column represents one timepoint. Expression levels are normalized to each gene itself and data are aligned according to the peak expression time calculated by JTK cycle. The blocked horizontal bars below the panel correspond to the light-dark cycle. **(H)** Intersection of rhythmic genes in *WT* (black), *inc* ^*1*^ (magenta), and *wake* ^*D2*^ (green).

Oscillating genes in whole transcriptome were selected using a combinatorial approach of multiple bioinformatic algorithms, including ARSER (Yang and Su, 2010), JTK cycle (Hughes et al., 2010), and GeneCycle (Wichert et al., 2004; Ahdesmaki et al., 2005; Ahdesmaki et al., 2007). Genes whose cycling expression was deemed significant by at least two programs were considered as oscillating (Koike et al., 2012). Using this criterion, we found that 1115 genes exhibited robust oscillation in the control *WT* flies (Figures 2E, Supplementary File S1), which was comparable to previous studies (Hughes et al., 2012; Kuintzle et al., 2017). 

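Here, genes were called oscillating when both the JTK cycle test, computed over periods of 20 to 28 h with its exact null distribution, and the 24 h cosine fit on log2 CPM gave p under 0.05 at the 10 timepoints that all groups share. ARSER and GeneCycle were not used here. In *WT*, 700 of the 9969 genes met this criterion. Counts depended most on the correction for multiple tests, and 3 genes remained under 0.05 when the JTK p was adjusted by Benjamini-Hochberg, against 794 at an unadjusted p under 0.05. In simulated counts with 200 genes given a log2 amplitude of 1, the criterion recovered 91.5% of them and called 1.96% of the other genes. Smaller amplitudes were not simulated.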

We performed the same analysis to identify oscillating transcripts in sleep mutants *inc* ^*1*^ and *wake* ^*D2*^ (Figures 2F,G). Compared to control *WT* flies, a smaller number of genes were identified as rhythmic in the two sleep mutants, 663 in *inc* ^*1*^ (Supplementary File S2) and 809 in *wake* ^*D2*^ (Supplementary File S3), suggesting a strong disruption of transcriptome-level gene oscillation compared to *WT*. 

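At the same 10 timepoints, 441 genes in *inc* 1 and 497 genes in *wake* D2 were called oscillating. With all 12 timepoints of each mutant in use, the counts were 520 and 639. After all libraries had been thinned to a common total of at most 12634553 counts, 652 genes in *WT*, 409 in *inc* 1 and 429 in *wake* D2 were called. By the adjusted JTK p, no gene passed in *inc* 1 or *wake* D2, where 545 and 559 genes had an unadjusted p under 0.05. By the cosine fit alone with adjusted p, 289 genes in *WT*, 83 in *inc* 1 and 109 in *wake* D2 passed.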

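Of the 441 oscillating genes in *inc* 1, 169 (38.3%) were also oscillating in *WT*, and of the 497 in *wake* D2, 229 (46.1%) were. Across the other settings that left genes in the mutants, the share ranged from 34.1% with the JTK test alone to 72.3% with the adjusted cosine fit in *inc* 1, and from 41.7% with tied JTK reference curves, chosen after seeing the data, to 68.8% with the adjusted cosine fit in *wake* D2.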

About 50% of the oscillating genes identified in *inc* ^*1*^ and *wake* ^*D2*^ mutants were present in the set of oscillating genes identified in *WT* (Figure 2H). The intersection of oscillating genes in all 3 groups resulted in a set of 279 genes (Khan and Mathelier, 2017), suggesting that a significant portion of *WT* program of rhythmic gene expression is not abolished after chronic sleep loss (Figure 2H).

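In the deposited counts, 107 genes were oscillating in *WT*, *inc* 1 and *wake* D2. A further 62 were shared by *WT* and *inc* 1 alone, 122 by *WT* and *wake* D2 alone, and 409 were oscillating in *WT* alone. When genes were called by edgeR's adjusted test of the 24 h terms within each group, 274 genes were shared by all 3.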

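There were 272 genes called oscillating in *inc* 1 but not in *WT*, and 268 called oscillating in *wake* D2 but not in *WT*.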

Surprisingly, in comparison to *WT* flies, a number of genes gained rhythmic patterns of expression in *inc* ^*1*^ and *wake* ^*D2*^ mutants. However, as described in more detail below, these newly rhythmic genes were less often common to both sleep mutants (Figure 2H).

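Of these, 47 were called oscillating in both mutants and not in *WT*, which left 225 in *inc* 1 alone and 221 in *wake* D2 alone.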

Since the numbers of oscillating genes dramatically decreased in sleep mutants, we evaluated the impact on the phase distributions of rhythmic gene expression in the two sleep mutants. 

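Peak times from the JTK cycle test placed 275 of the 700 oscillating genes of *WT* at ZT0 to ZT6, 156 at ZT6 to ZT12, 119 at ZT12 to ZT18 and 150 at ZT18 to ZT24. In *inc* 1 the corresponding counts were 112, 100, 94 and 135 of 441, and in *wake* D2 128, 132, 80 and 157 of 497. Because shared genes enter both distributions, the test set the 272 genes oscillating in *inc* 1 and not in *WT* against the 531 oscillating in *WT* and not in *inc* 1, in 12 bins of 2 h. Their distributions differed (chi-square 80.0, permutation test over genes, p = 1e-05, the smallest that the permutations can give). The same held for the 268 genes of *wake* D2 and 471 of *WT* (chi-square 50.4, permutation p = 1e-05). Genes are not independent replicates in these tests, since each group was sampled in a single series of libraries.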

As demonstrated by the circular histograms representing the distribution of peak expression time of oscillating genes, phase distributions among the reduced sets of oscillating genes resembled those of *WT* (Supplementary Figure S3).

### Alteration in rhythmicity induced by chronic sleep loss

To further investigate alterations in rhythmicity after chronic sleep loss, we compared the list of rhythmic genes in each sleep mutant with that of the *WT* control group, focusing on genes that were found to be highly rhythmic in one group but highly arrhythmic in the other. Interestingly, when the two sleep mutants were individually compared with *WT*, the scale of rhythmicity change was comparable (Figure 3A,B). 

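Genes were called highly rhythmic in a group at a JTK cycle p under 0.01 and highly arrhythmic at a p over 0.5, both at the 10 shared timepoints. The p was used without adjustment over genes, because values in the paper's supplementary lists meet the thresholds in that form. With Benjamini-Hochberg adjustment, no gene was highly rhythmic in one group and highly arrhythmic in another. Of the 266 genes that were highly rhythmic in *WT*, 78 were highly arrhythmic in *inc* 1 and 85 in *wake* D2. Conversely, 38 genes were highly rhythmic in *inc* 1 and 35 in *wake* D2 while highly arrhythmic in *WT*. With all 12 timepoints of each mutant, 70 and 85 genes gained rhythmicity while 74 and 73 lost it, and with p under 0.05 in place of 0.01, 216 and 176 gained it while 381 and 335 lost it. When equal phases of the JTK reference curves were left tied, a form chosen after seeing the data, 16 and 14 genes lost and 3 and 4 gained rhythmicity. In simulated counts, 0.512% of the genes without a change were called lost in *inc* 1. This is a share of all unchanged genes tested, so false calls at this rate could make up much of the 78. The unchanged genes were simulated without a rhythm. Genes with a weak rhythm shared by *WT* and *inc* 1 were not simulated, so the rate of false calls among them is unknown. Of the paper's 161 lost genes in *inc* 1, 42 were among the 78 here, and of its 153 in *wake* D2, 56 were among the 85.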

Compared to *WT*, 161 and 153 genes lost rhythmicity in *inc* ^*1*^ and *wake* ^*D2*^, respectively; the gain of rhythmicity groups were much smaller, 53 genes for *inc* ^*1*^ and 56 genes for *wake* ^*D2*^ (Supplementary File S4,S5). These results confirmed that in both sleep mutants, circadian gene oscillation was affected.

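In the genes that lost rhythmicity in *inc* 1, the median log2 amplitude of the 24 h fit was 0.258 in *WT* and 0.119 in *inc* 1, and it was lower in *inc* 1 for 72 of 78 genes. In those that lost it in *wake* D2, it was 0.216 in *WT* and 0.117 in *wake* D2, lower in *wake* D2 for 76 of 85 genes. These genes were chosen by their high rhythmicity in *WT*, so a lower amplitude in the mutant follows in part from the choice. A direct test of a different 24 h rhythm, the interaction of group with the cosine and sine of time, was past an adjusted p of 0.05 for 3 genes in *inc* 1 and 0 genes in *wake* D2 in edgeR's quasi-likelihood test, and 339 and 149 of 9969 genes had an unadjusted p under 0.05. With the collection timepoint as a replicate block, for which the mean r of same-timepoint libraries was 0.212 and -0.430, the counts were 61 and 2. The 3 genes were *ClC-a* (adjusted p = 4.4e-05), *Synd* (adjusted p = 0.0076) and *CG6983* (adjusted p = 0.025). For *ClC-a* (FBgn0051116, 3R, 11797244 to 11813207) the log2 amplitude was 0.36 (standard error 0.041) in *WT* and 0.10 (standard error 0.026) in *inc* 1, with fitted peaks at 20.9 h and 14.3 h, and its adjusted p stayed between 1.1e-11 and 0.031 under the 6 alternatives. Those of *Synd* and *CG6983* ranged from 3.9e-06 to 0.372 and from 0.00055 to 0.279. In simulated counts, 90.5% of 200 genes with a changed rhythm of log2 amplitude 1 were called by this test in *inc* 1, with 9 false calls. The median *WT* amplitudes of the lost genes, 0.258 and 0.216, were smaller. Recovery at such amplitudes was not simulated, so the small counts of this test do not exclude weaker changes.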

**FIGURE 3:**
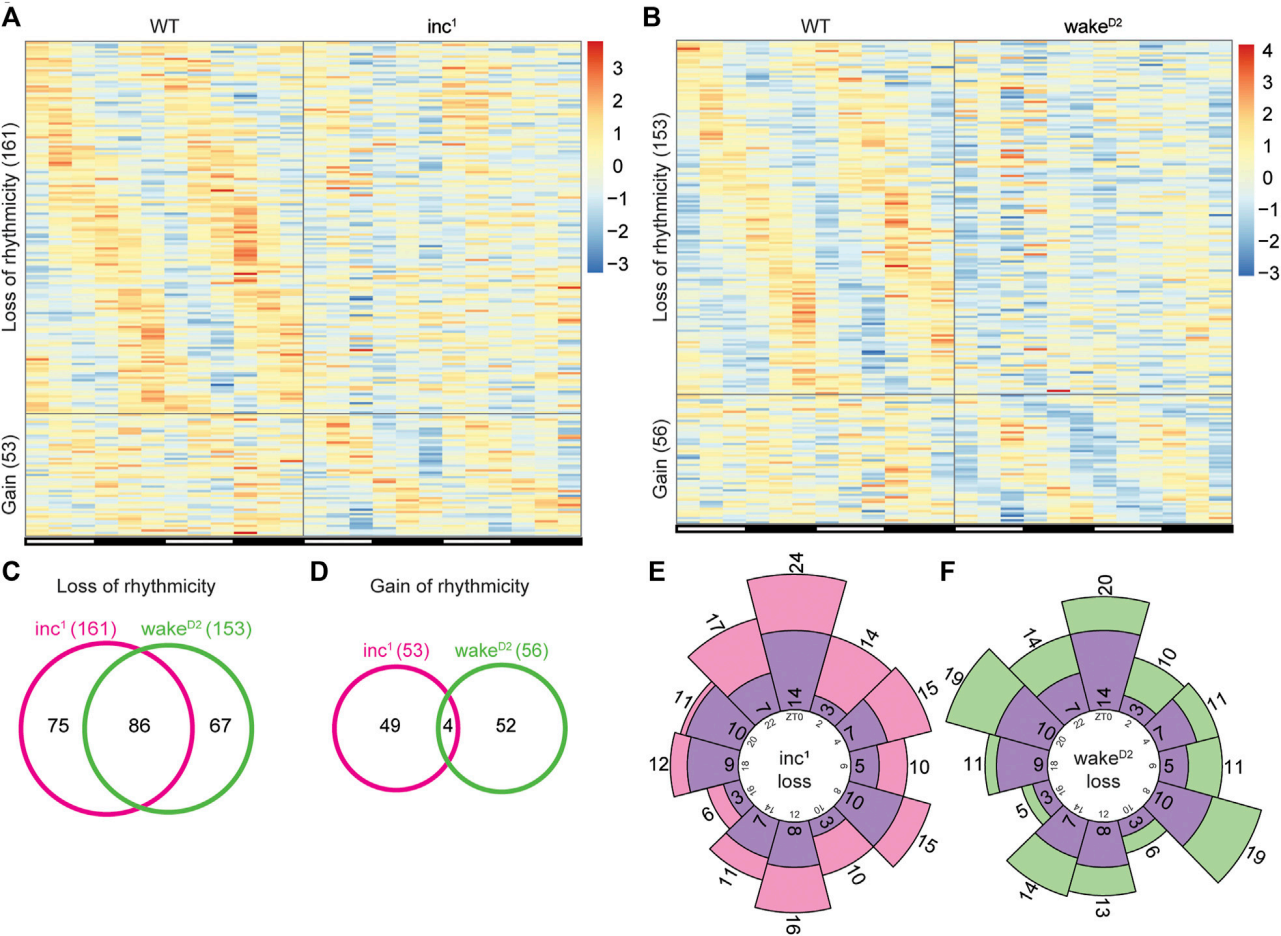
Identification of rhythmicity changes in chronically sleep deprived flies. **(A,B)** Genes with rhythmicity change in *inc* ^*1*^ **(A)** and *wake* ^*D2*^ **(B)** flies. “Loss of rhythmicity” represents genes that are highly rhythmic in *WT* and highly arrhythmic in the experimental group, and *vice versa* for “Gain”. Highly rhythmic genes are defined as Benjamini-Hochberg adjusted *p* < 0.01 and high arrhythmic genes as Benjamini-Hochberg adjusted *p* > 0.5, calculated by JTK cycle. Each row represents one gene, and each column represents one timepoint. Expression levels are normalized to each gene itself and data are aligned according to the peak expression time in the highly rhythmic group calculated by JTK cycle. The blocked horizontal bars below the panel correspond to the light-dark cycle. **(C,D)** Intersection of loss of rhythmicity genes **(C)** and gain of rhythmicity genes **(D)** in *inc* ^*1*^ (magenta) and *wake* ^*D2*^ (green). **(E,F)** Circular histogram for the distribution of *WT* peak expression time for loss of rhythmicity genes in *inc* ^*1*^ **(E)** and *wake* ^*D2*^ **(F)**. Purple bars represent the distribution of *WT* peak expression time for the 86 intersected genes in **(C)**. Peak expression times are calculated from the *WT* samples using JTK cycle. Numbers in the inner circle represent Zeitgeber time (ZT) and numbers in or adjacent to the bars represent number of genes in the corresponding bar.

Furthermore, more than 50% (86 genes) of the loss of rhythmicity genes were shared between *inc* ^*1*^ and *wake* ^*D2*^, but less than 10% (4 genes) of the genes that gained rhythmicity were shared between *inc* ^*1*^ and *wake* ^*D2*^ (Figure 3C,D). These data suggested that the majority of the rhythmicity loss might be linked to chronic sleep disruption, while the gain of rhythmic gene activity appeared to be independent of sleep phenotype.

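Among the genes that lost rhythmicity here, 42 were shared by *inc* 1 and *wake* D2, 53.8% of the 78 in *inc* 1. With the 266 highly rhythmic genes of *WT* as the background, 24.9 shared genes would arise if the lists were independent (two-sided Fisher's exact test, odds ratio 3.93, p = 1.5e-06). Among the genes that gained rhythmicity, 1 was shared, 2.63% of the 38 in *inc* 1, against 0.171 if the lists were independent (background 7802 genes highly arrhythmic in *WT*, odds ratio 6.14, Fisher's exact p = 0.157). With all timepoints of each mutant, 10 gained genes were shared (odds ratio 17.0, Fisher's exact p = 3.2e-09). Both lists were drawn against the same 10 *WT* libraries, so they are not independent of each other.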

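The median log2 amplitude of the 42 shared genes was 0.234 in *WT*, 0.108 in *inc* 1 and 0.114 in *wake* D2, and it was below the *WT* amplitude for 38 genes in *inc* 1 and 37 in *wake* D2. By the 24 h interaction test, 11 of them in *inc* 1 and 5 in *wake* D2 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05. The 42 genes were chosen by their JTK cycle p in these libraries, so lower amplitudes in the mutants follow in part from the choice. From the larger sharing of lost than of gained genes between the mutants, the paper proposes that most of the loss of rhythmicity might be linked to chronic sleep disruption and that the gain appeared to be independent of the sleep phenotype.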

To assess whether loss of rhythmicity was enriched for a specific timepoint(s), we examined the phase distribution of loss of rhythmicity genes using peak expression time in the *WT* group (Figures 3E,F). We did not observe timepoint specific enrichment of the peak expression time. Furthermore, there was no significant difference between the phase distributions for the loss of rhythmicity genes in *inc* ^*1*^ and *wake* ^*D2*^ (*p* > 0.05, Chi-square test), nor between the sleep mutants and the 86 intersected genes (*p* > 0.05, Chi-square test).

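The peak times in *WT* of the 78 genes that lost rhythmicity in *inc* 1 were set against those of the other 188 highly rhythmic genes of *WT* in 12 bins of 2 h, and no difference was detected (chi-square 13.3, permutation test over genes, p = 0.277). For the 85 genes lost in *wake* D2 against the other 181, the test gave p = 0.0759 (chi-square 18.1), and with 6 bins of 4 h it gave p = 0.0269 (chi-square 12.5, permutation test). With all timepoints of each mutant the permutation test gave p = 0.245 (chi-square 13.8).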

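To keep the lists apart, the 36 genes lost in *inc* 1 alone, the 43 lost in *wake* D2 alone and the 42 lost in both were compared with each other. The *WT* peak times did not differ detectably between *inc* 1 alone and *wake* D2 alone (chi-square 14.9, permutation p = 0.128) or between *wake* D2 alone and the shared genes (chi-square 15.5, permutation p = 0.155). Between *inc* 1 alone and the shared genes, the test gave p = 0.0341 (chi-square 19.9, permutation test), which was 0.102 after Benjamini-Hochberg adjustment over these 3 comparisons, and p was 0.0205 in 6 bins of 4 h (chi-square 13.1) and 0.369 with all timepoints of each mutant.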

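The genes that the paper lists as losing rhythmicity in both mutants were all among the 9969 genes tested. In *WT*, the JTK cycle p of 26 of the 86 was under 0.01 and that of 64 was under 0.05 at the 10 shared timepoints. It was over 0.5 for 78 of them in *inc* 1 and for 84 in *wake* D2. Their median log2 amplitude was 0.219 in *WT* (quartiles 0.155 and 0.327), 0.104 in *inc* 1 (quartiles 0.0542 and 0.171) and 0.102 in *wake* D2 (quartiles 0.0612 and 0.174). The interaction of group with 24 h time had an unadjusted p under 0.05 for 16 of them in *inc* 1 and 14 in *wake* D2, and 0 in either mutant passed an adjusted p of 0.05. The paper chose these genes by their JTK cycle values in largely the same libraries. Their high p and lower amplitudes in the mutants therefore follow in part from that choice.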

The expression patterns of the 86 genes that lost rhythmicity in both sleep mutants are shown in Figure 4. Although gene ontology analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (Huang da et al., 2009a; Huang da et al., 2009b) did not reveal significantly enriched biological processes, these genes provided valuable information regarding the impact of chronic sleep loss on gene oscillation. *Presenilin enhancer* (*pen-2*) is believed to be required for Notch pathway signaling and activity of γ-secretase, a critical player in the development of Alzheimer’s disease (Francis et al., 2002). 

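*pen-2* (FBgn0053198, 2R, 18277439 to 18278762) was at 13.4 ± 1.77 CPM (SD, n = 10) in *WT*, with the highest value of 17.6 CPM at ZT44 and the lowest of 11.0 CPM at ZT32. Its JTK cycle p was 0.0021 in *WT*, 0.3 in *inc* 1 and 0.515 in *wake* D2, so that it met the criterion for loss in *wake* D2 but not in *inc* 1, where it was met with all 12 timepoints (p = 1). The log2 amplitude was 0.21 (standard error 0.0458) in *WT*, 0.09 (standard error 0.133) in *inc* 1 and 0.06 (standard error 0.0606) in *wake* D2.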

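*PK1-R* (FBgn0038201, 3R, 14099832 to 14103122) was at 4.66 ± 1.31 CPM (SD, n = 10) in *WT*. Its JTK cycle p was 0.017 in *WT* and 1 in each mutant, and its log2 amplitude was 0.51 (standard error 0.115) in *WT*, 0.26 (standard error 0.142) in *inc* 1 and 0.21 (standard error 0.154) in *wake* D2. Its *WT* p was above 0.01 with the 10 timepoints, so it was not called as lost here. The interaction of group with 24 h time was not significant in either mutant (unadjusted p = 0.379 in *inc* 1 and 0.297 in *wake* D2).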

*Pyrokinin 1 receptor* (*PK1-R*) encodes a G-protein coupled receptor (GPCR) and is thought to regulate the production and release of insulin (Alfa et al., 2015). 

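In *WT*, *Traf6* (FBgn0265464, X, 8154599 to 8157386) had a JTK cycle p of 0.0844 and a log2 amplitude of 0.11 (standard error 0.0317), and *ea* (FBgn0000533, 3R, 15328729 to 15330408) had a p of 0.017 and an amplitude of 0.17 (standard error 0.0338). The *WT* p of *Traf6* reached 0.0281 under an alternative setting of the test. The amplitude of *Traf6* was 0.01 (standard error 0.0290) in *inc* 1 and 0.05 (standard error 0.0411) in *wake* D2. That of *ea* was 0.06 (standard error 0.0749) in *inc* 1 and 0.10 (standard error 0.0814) in *wake* D2. In the mutants p was 1 for *Traf6* in both, and 0.839 in *inc* 1 and 1 in *wake* D2 for *ea*.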

*TNF-receptor-associated factor 6* (*Traf6*) and *easter* (*ea*) are both involved in Toll related receptor signaling, an essential component of innate immunity (Cha et al., 2003; Jang et al., 2006). 

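*Sod2* (FBgn0010213, 2R, 16772785 to 16773915) was at 97.7 ± 8.60 CPM (SD, n = 10) in *WT*, with a JTK cycle p of 0.017 and a log2 amplitude of 0.13 (standard error 0.0363). In *inc* 1 and *wake* D2 p was 1, and the amplitudes of 0.09 (standard error 0.0410) and 0.09 (standard error 0.0345) were within 1 combined standard error of that in *WT*.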

Overexpression of reactive oxygen species regulator *Superoxide dismutase 2* (*Sod2*) has been shown to extend lifespan in *Drosophila* (Curtis et al., 2007). 

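*Nse4* (FBgn0032251, 2L, 10439440 to 10441047) had a JTK cycle p of 0.0064 in *WT* and 1 in both mutants, which met the criterion for loss in both. Its log2 amplitude was 0.23 (standard error 0.0592) in *WT*, 0.07 (standard error 0.0656) in *inc* 1 and 0.10 (standard error 0.109) in *wake* D2. *MAGE* (FBgn0037481, 3R, 7154238 to 7155180) had p = 0.017 in *WT* and 1 in both mutants, with amplitudes of 0.23 (standard error 0.0344), 0.13 (standard error 0.0573) and 0.07 (standard error 0.0532) in the same order. Both genes had an adjusted interaction p of 1 in *inc* 1 and in *wake* D2.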

*Non-SMC element 4* (*Nse4*) and *MAGE* encode components of the SMC5/6 protein complex, which is crucial for homologous DNA recombination-based DNA repair (Gaudet et al., 2011; Li et al., 2013b). Abnormalities in the rhythmicity of these genes might translate into severe physiological defects affecting lifespan, which remains to be investigated in closer detail.

**FIGURE 4:**
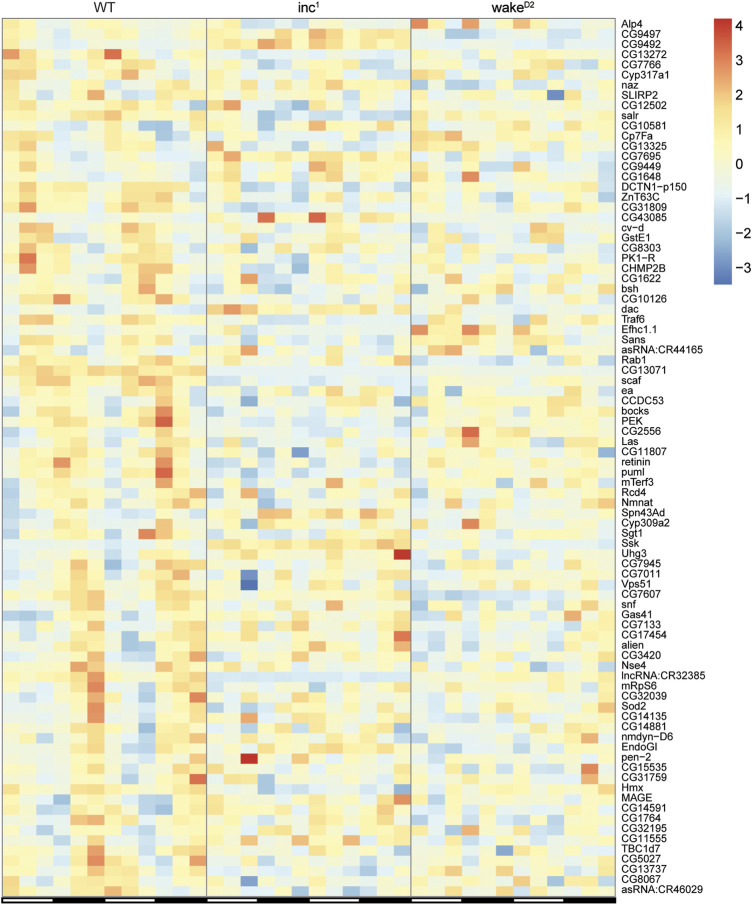
Expression of the loss of rhythmicity genes in chronically sleep deprived flies. Each row represents one gene, and each column represents one timepoint. Expression levels are normalized to each gene itself and data are aligned according to the peak expression time in *WT* group calculated by JTK cycle. The blocked horizontal bars below the panel correspond to the light-dark cycle.

### Differential gene expression in chronically sleep deprived animals

A previous microarray study identified many transcripts with altered gene expression level after 1-week of sleep deprivation in rats using the disk-over-water deprivation method (Cirelli et al., 2006). To understand whether the losses of rhythmicity observed in *inc* ^*1*^ and *wake* ^*D2*^ were due to similar changes in average expression level, we performed differential gene expression (DGE) analysis to identify genes that exhibited significantly elevated or dampened expression relative to their expression levels in control *WT* flies. Figure 5A illustrates the workflow of the DGE analysis (see Materials and methods). Two algorithms, DESeq2 (Love et al., 2014) and edgeR (Robinson et al., 2010; McCarthy et al., 2012), were used to identify genes whose expression levels in the experimental group were significantly different from those of the control group independent of timepoints. 

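Each mutant was compared with *WT*, and the mutants with each other, in the same edgeR model. Between *wake* D2 and *inc* 1, 4055 of 9969 genes differed at an adjusted p under 0.05. The 3 genes with the smallest p among those that changed at least 1 on the log2 scale were named for each mutant. In *inc* 1 these were *inc* itself (log2 fold change -2.97, standard error 0.0461, adjusted p = 1.6e-37), *asRNA:CR45822* (FBgn0267472, 3L, 7355717 to 7356598; -4.15, adjusted p = 6.9e-27) and *teq* (FBgn0023479, 3L, 9074643 to 9092131; 1.99, adjusted p = 4.0e-25). The value of the antisense gene *asRNA:CR45822* depends on whether reads were counted by strand, which the paper's text does not name. *teq* was at 618 ± 108 CPM (SD, n = 12) in *inc* 1 and 156 ± 15.3 CPM (SD, n = 10) in *WT*. In *wake* D2 they were *CG11893* (FBgn0039316, 3R, 25289889 to 25291366; 5.82, adjusted p = 9.0e-26), *dachs* (FBgn0262029, 2L, 8466817 to 8488671; -4.27, adjusted p = 6.5e-21) and *Ect3* (FBgn0260746, 3R, 11999278 to 12003516; -1.91, adjusted p = 1.5e-18). *CG11893* was at 30.4 ± 5.29 CPM (SD, n = 12) in *wake* D2 and 0.544 ± 0.156 CPM (SD, n = 10) in *WT*. Over the 8 alternatives of the test, their adjusted p ranged from 0 (under the smallest number that the program writes) to 1.3e-12 for *inc*, from 0 to 1.9e-08 for *asRNA:CR45822*, from 6.0e-214 to 2.9e-10 for *teq*, from 1.3e-295 to 4.3e-09 for *CG11893*, from 1.9e-172 to 1.9e-08 for *dachs* and from 5.0e-89 to 6.4e-07 for *Ect3*.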

When compared individually against *WT* samples, the results from the two sleep mutants differed substantially (Figure 5B,C). Over 2,000 genes were found to be differentially expressed in *inc* ^*1*^, while the algorithms identified about 1,000 differentially expressed genes in *wake* ^*D2*^.

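By edgeR's quasi-likelihood test, 3337 genes in *inc* 1 (1489 higher and 1848 lower than in *WT*) and 2327 genes in *wake* D2 (1229 higher and 1098 lower) had an adjusted p under 0.05. With the collection timepoint as a replicate block, the counts were 3191 in *inc* 1 and 2272 in *wake* D2. Libraries of the same timepoint did not deviate together throughout, with a mean r of 0.212 for *WT* with *inc* 1 and -0.430 for *WT* with *wake* D2. Genes of the male reproductive tract and gut were left in, so these r may reflect which libraries held such RNA and do not decide on pairing. The count in *wake* D2 moved most between settings, from 266 with the second sampling day alone to 4963 when all genes with a count in any library were tested. The share of higher genes in *wake* D2 was 52.8%, and it was 83.2% with all genes, 66.7% without the time of day, 65.2% with the first and 23.3% with the second sampling day alone. A score of the male tissue markers as a covariate, chosen after seeing the data, left 683 genes in *wake* D2, 221 higher and 462 lower, and 3545 in *inc* 1. The markers were high in 11 of 12 *wake* D2 libraries, so the score overlaps with the genotype.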

**FIGURE 5:**
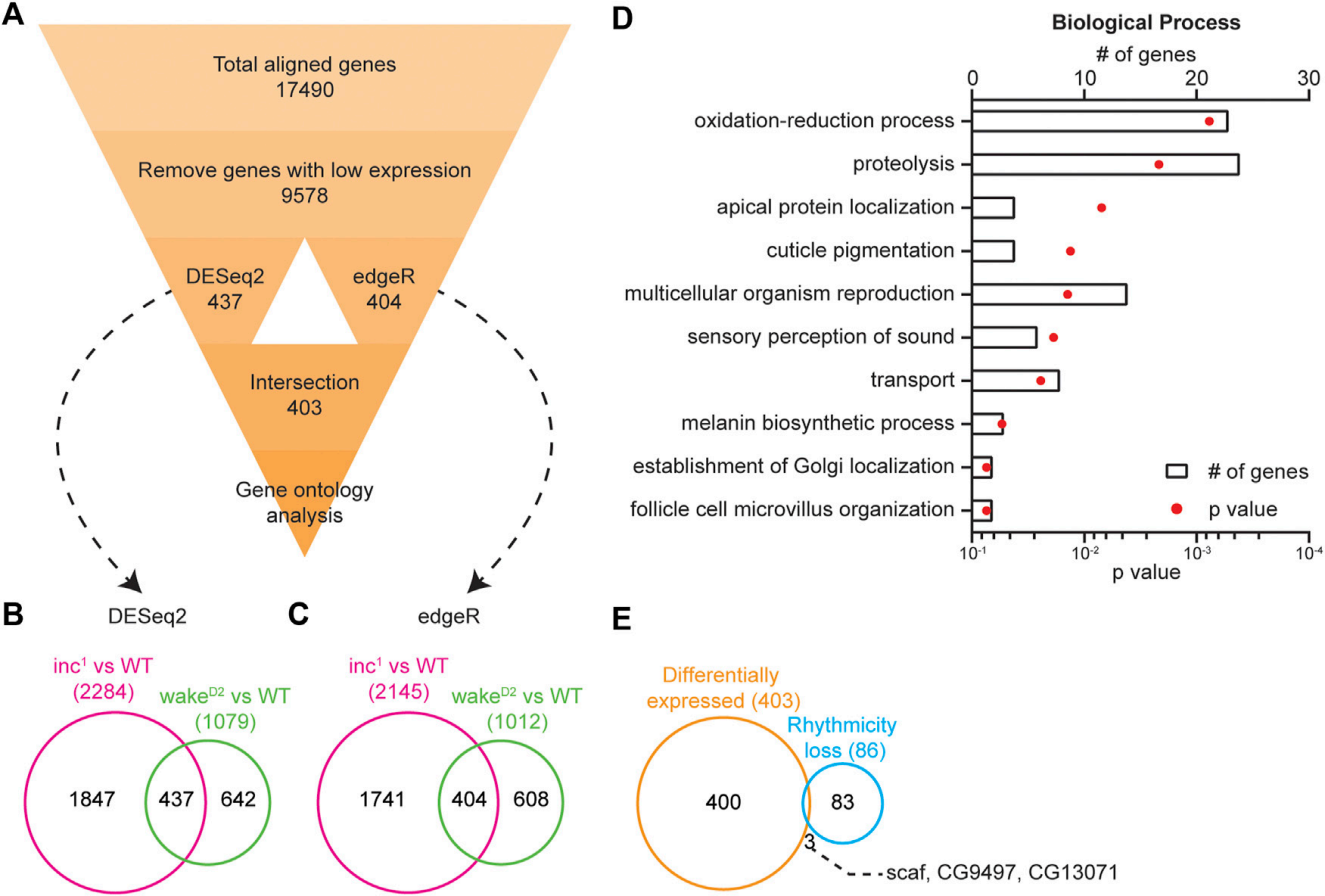
Loss of rhythmicity is not caused by differential expression. **(A)** Flowchart showing the pipeline for differential gene expression (DGE) analysis. Number in each box represents number of genes. **(B)** Intersection of differentially expressed genes identified by DESeq2 (Benjamini-Hochberg adjusted *p* < 0.05) in *inc* ^*1*^ (magenta) and *wake* ^*D2*^ (green). **(C)** Intersection of differentially expressed genes identified by edgeR (*p* < 0.05) in *inc* ^*1*^ (magenta) and *wake* ^*D2*^ (green). **(D)** Enriched biological processes revealed by gene ontology analysis using 403 differentially expressed genes. Top 10 enriched biological pathways are shown. Bars represent number of genes and dots represent *p*-value. **(E)** Intersection of differentially expressed genes (orange) and loss of rhythmicity genes (cyan) in both *inc* ^*1*^ and *wake* ^*D2*^ animals. The 3 intersected genes are listed.

The results from both comparisons were subsequently intersected. DESeq2 detected 437 genes and edgeR 404 genes. 

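In the deposited counts, 936 genes had an adjusted p under 0.05 in both mutants, of which 823 changed in the same direction and 113 in opposite directions. The count shared by both mutants was 885 with the replicate block of collection timepoints, for which the checks of pairing gave mean r of 0.212 and -0.430. It was 1004 with DESeq2's Wald test, 352 without the time of day in the edgeR model and 467 with the score of male tissue markers as an added covariate chosen after seeing the data.

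**Figure D3:**
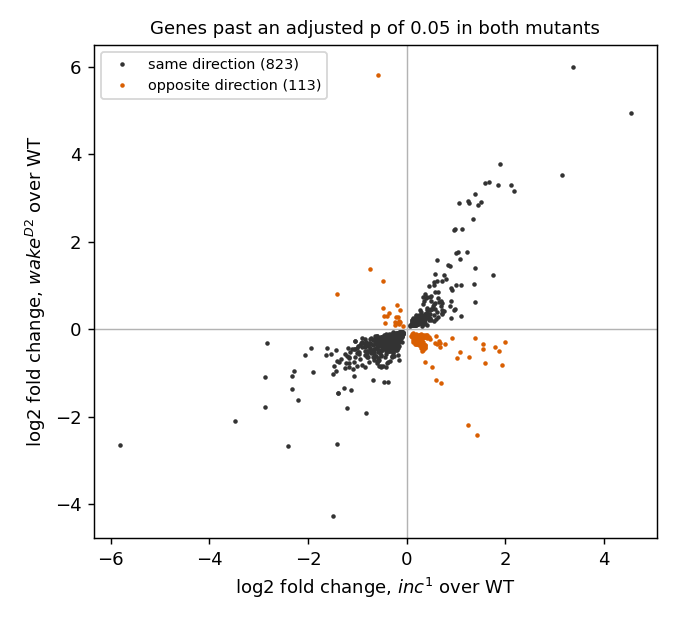
Time-averaged log2 fold change over *WT* in *inc* 1 (horizontal axis) and *wake* D2 (vertical axis) of the 936 genes with an adjusted p under 0.05 in both mutants, 1 point per gene. The 823 genes that changed in the same direction and the 113 that changed in opposite directions are drawn in different colors.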

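Of the paper's genes differentially expressed in both mutants, 347 were past an adjusted p of 0.05 here in *inc* 1, 399 in *wake* D2 and 343 in both, all by edgeR's quasi-likelihood test. In the paper's own values, 52 of its 403 genes change in opposite directions in *inc* 1 and *wake* D2.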

Further intersection of the two algorithms resulted in a list consisting of 403 genes (Supplementary File S6). These analyses demonstrated the power of the intersection approach with two sleep mutants, whereas the choice of bioinformatic programs for DGE did not impose a great influence on the results. 

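Genes called in both mutants by edgeR's quasi-likelihood test and by DESeq2's Wald test numbered 883, from 3263 genes called by the 2 programs in *inc* 1 and 2224 in *wake* D2. A further 53 genes were called in both mutants by edgeR alone and 121 by DESeq2 alone.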

With the 403 differentially expressed genes, we conducted gene ontology analysis to examine the enriched biological processes (Huang da et al., 2009a; Huang da et al., 2009b). The top enriched biological processes include oxidation-reduction process, proteolysis, apical protein localization, cuticle pigmentation, and multicellular organism reproduction (Figure 5D).

The list of differentially expressed genes showed little intersection with that of the loss of rhythmicity genes (Figure 5E). 

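Of the 42 genes that lost rhythmicity in both mutants here, 5 were also differentially expressed in both, against 8.68 if the lists were independent among the 266 highly rhythmic genes of *WT* (odds ratio 0.47, two-sided Fisher's exact test, p = 0.149). The 5 genes, named after their values were seen, were *CG15120*, *CG13671*, *ATPsynE*, *Irk2* and *lncRNA:CR45880*. Within single mutants, 38 of the 78 genes lost in *inc* 1 were differentially expressed in *inc* 1 (odds ratio 0.891, Fisher's exact p = 0.688), and 20 of the 85 lost in *wake* D2 were differentially expressed in *wake* D2 (odds ratio 0.669, Fisher's exact p = 0.195). With genes called lost from a JTK p under 0.05, 21 of 229 were differentially expressed in both (odds ratio 0.399, Fisher's exact p = 0.00011), and with all timepoints of each mutant 3 of 38 (odds ratio 0.290, Fisher's exact p = 0.0491).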

Only 3 genes, *scarface (scaf)*, *CG9497*, and *CG13071*, were found to be present in both lists, indicating that the changes in circadian oscillation in sleep mutants were not due to changes in timepoint averaged expression levels.

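*scaf* (FBgn0033033, 2R, 5676750 to 5691723) had a log2 fold change of -0.58 in *inc* 1 (standard error 0.0411, adjusted p = 6.3e-15) and -0.31 in *wake* D2 (standard error 0.0410, adjusted p = 3.1e-07). *CG9497* (FBgn0031800, 2L, 6346430 to 6348427) rose in *inc* 1 (0.38, standard error 0.0756, adjusted p = 0.00013) and fell in *wake* D2 (-0.37, standard error 0.0754, adjusted p = 0.00033). *CG13071* (FBgn0036585, 3L, 16262740 to 16263247) had a log2 fold change of -5.82 in *inc* 1 (standard error 0.247, adjusted p = 9.0e-22) and -2.65 in *wake* D2 (standard error 0.208, adjusted p = 7.1e-13), and its mean in *inc* 1, 0.140 CPM, was below the smallest value that 3 counts give at the lowest depth, 0.238 CPM. Over the 8 alternatives the adjusted p ranged from 9.3e-40 to 1.3e-05 and from 5.2e-11 to 0.0038 for *scaf* in *inc* 1 and *wake* D2, from 3.3e-06 to 0.0279 and from 3.2e-05 to 0.151 for *CG9497*, and from 1.1e-160 to 1.5e-08 and from 1.7e-72 to 3.4e-05 for *CG13071*. The JTK cycle p in *WT*, *inc* 1 and *wake* D2 was 0.0844, 0.839 and 0.839 for *scaf*, 0.00054, 1 and 0.0844 for *CG9497*, and 0.0398, 0.839 and 0.839 for *CG13071*. Of these genes, *CG9497* met the criterion for loss in *inc* 1 at the 10 shared timepoints, and in both mutants with all timepoints. From the small number of genes on both lists, the paper concludes that the changes in oscillation were not due to changes in the time-averaged expression level.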

### Shared rhythmicity changes across chronically sleep deprived flies and old flies

Alterations in circadian gene rhythmicity have recently been reported in aged flies (Kuintzle et al., 2017). 

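Old flies were sampled like the others, from *WT* heads at Day 49 that the paper describes as pooled from mixed sexes. There were 12 libraries every 4 h from ZT0 to ZT44 and no replicate of a timepoint. Between 16994798 and 29802881 reads per library (median 22128660) were counted on genes, and 3 counts at the lowest total correspond to 0.177 CPM. Age was compared with the 10 libraries of *WT* at Day 27, with the normalization and tests used for the mutants. Genes that differ between the sexes, listed after their pattern in *WT-old* had been seen, were also measured in every library, since each pool is described as mixed. *Yp1*, a yolk protein gene expressed in females, was at 22770 ± 4174 CPM (SD, n = 6) in the *WT-old* libraries of ZT0 to ZT8 and at 808 ± 1244 CPM (SD, n = 6) in those of ZT12 to ZT20 (exact permutation test over 924 splits, two-sided p = 0.0022). The male RNA *lncRNA:roX1* was at 698 ± 91.7 CPM (SD, n = 6) and 1291 ± 41.8 CPM (SD, n = 6) in the same libraries (exact permutation p = 0.0022). *Yp2*, *Yp3* and *lncRNA:roX2* had the same exact p, which was 0.0022 after Benjamini-Hochberg adjustment over the 5 genes. In the younger *WT* libraries, *Yp1* was at 23750 ± 2033 CPM (SD, n = 5) and 23890 ± 5154 CPM (SD, n = 5) at these hours.

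**Figure D4:**
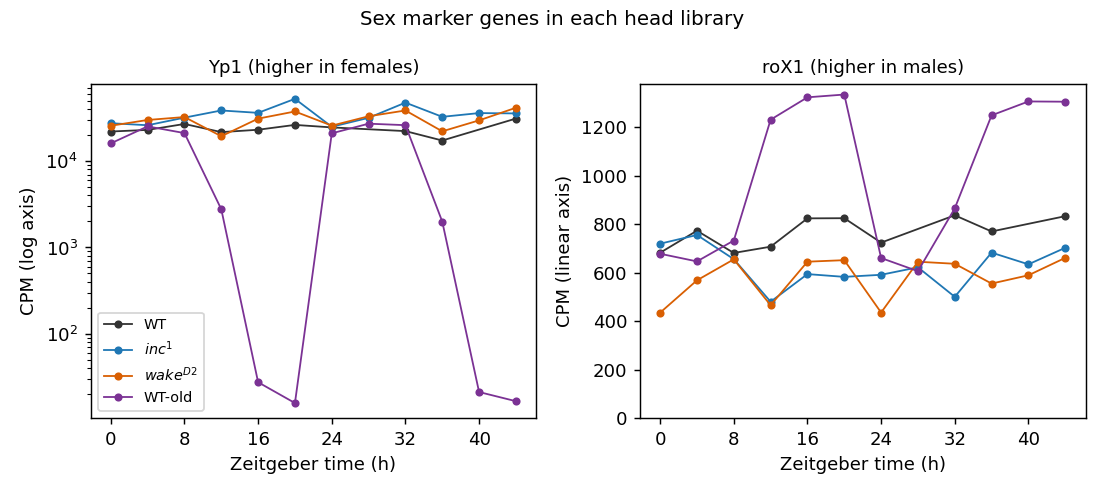
CPM of *Yp1* (left, log axis), which is higher in females, and of *lncRNA:roX1* (right, linear axis), which is higher in males, against Zeitgeber time in hours, with 1 point per library and 1 line per group. In *WT-old*, *Yp1* averages 22770 CPM at ZT0 to ZT8 and 808 CPM at ZT12 to ZT20.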

To examine the possibility that genes with altered rhythmicity in sleep mutants exhibit rhythmicity changes in old flies, we performed transcriptome profiling using heads collected from 7-week-old *WT* flies, referred to as *WT-old*. 

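In *WT-old*, the 24 h cosine fit to log2 CPM gave p = 6.9e-08 for *per*, 4.6e-07 for *tim*, 0.00025 for *Clk* and 1.3e-07 for *cry* (n = 12 timepoints). The log2 amplitudes were 1.55 (standard error 0.0839) for *per*, 1.39 (standard error 0.0937) for *tim*, and 0.954 (standard error 0.138) for *Clk*, and that of *cry* was 1.0 (standard error 0.0605). The interaction of age with 24 h time gave an adjusted p of 0.353 for *per* in edgeR's quasi-likelihood test, with a range of 0.016 to 0.844 over the 7 alternatives. The time-averaged log2 fold change of *Clk* was -0.13 (standard error 0.0471, adjusted p = 0.0395, from 0.0299 to 0.808 under the alternatives) and that of *cry* was -0.12 (standard error 0.0552, adjusted p = 0.0946, from 0.0639 to 0.916), and *cry* changed sign to 0.01 with the second sampling day alone.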

The core clock genes remain robustly oscillating in *WT-old*, suggesting the integrity of the master clock in aged flies (Supplementary Figure S4). However, we discovered 111 genes that lost rhythmicity and 203 genes that gained rhythmicity in *WT-old* compared to control animals (Figure 6A, Supplementary File S7). 

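At the 10 timepoints shared with *WT*, 65 genes lost and 86 genes gained rhythmicity in *WT-old*, by a JTK cycle p under 0.01 in one group and over 0.5 in the other. The median log2 amplitude of the gained genes was 0.109 in *WT* and 0.339 in *WT-old*, and that of the lost genes was 0.216 and 0.139. Both lists were chosen by the JTK cycle p in these libraries, so these differences follow in part from the choice. By the 24 h interaction test, 171 genes differed between *WT-old* and *WT* at an adjusted p under 0.05 and 960 at an unadjusted p under 0.05. The smallest adjusted p were those of *Obp56e* (4.2e-07), *Ndg* (1.1e-06) and *Yp3* (1.1e-06), the last of which is expressed in females and changed between day and night in *WT-old* together with the male RNA *lncRNA:roX1*. Under the 6 alternatives their adjusted p ranged up to 0.0074, from 6.0e-19, 1.2e-16 and 8.2e-13. The count was 50 with *WT* and *WT-old* alone in the model and 252 with DESeq2's likelihood ratio test.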

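With all 12 timepoints of *WT-old*, 245 genes gained and 37 lost rhythmicity against the 10 timepoints of *WT*. At the shared timepoints, 723 genes were called oscillating in *WT-old*, and with all of its timepoints 1187. *Yp1* averaged 22770 CPM in the *WT-old* libraries of ZT0 to ZT8 and 808 CPM in those of ZT12 to ZT20. A difference in sex composition between these pools may therefore add to the gained and oscillating counts. In the other groups, 83 of the 86 gained genes could be compared with *lncRNA:roX1*. Of these, 67.5% followed it with the sign of their change in *WT-old*, against a median of 65.1% in random lists. The 245 gained genes and the oscillating genes were not examined so.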

The higher abundance of gain of rhythmicity genes in old flies was consistent with findings reported by Kuintzle, et al. (Kuintzle et al., 2017). 

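The time-averaged level of 2861 genes differed between *WT-old* and *WT* at an adjusted p under 0.05, with 1392 higher and 1469 lower in *WT-old*. *Yp1* averaged 808 CPM in the *WT-old* libraries of ZT12 to ZT20 and 22770 CPM in those of ZT0 to ZT8. The count may therefore mix age with a difference in sex composition, which was not tested for it. Without the time of day in the model there were 1462 such genes. Of the genes called with the first sampling day alone, 60% were higher, against 48.7% with both days. The 3 with the smallest p among those that changed at least 1 on the log2 scale were *CG4461* (FBgn0035982, 3L, 9375430 to 9376293; -1.41, standard error 0.0630, adjusted p = 5.7e-20), *Tsp42Ed* (FBgn0029507, 2R, 7009498 to 7011739; 1.06, standard error 0.0738, adjusted p = 9.4e-14) and *l(2)k05911* (FBgn0284244, 2L, 13251509 to 13257426; 1.38, standard error 0.0975, adjusted p = 1.1e-13). Under the 8 alternatives of edgeR's test their adjusted p ranged from 2.8e-95 to 1.5e-06, from 4.7e-45 to 8.7e-05 and from 2.5e-47 to 0.0002. Of the 65 genes that lost rhythmicity in *WT-old*, 17 were differentially expressed, against 26.1 if the lists were independent among the 266 highly rhythmic genes of *WT* (odds ratio 0.437, Fisher's exact p = 0.0087). Of the 86 that gained it, 27 were differentially expressed against 22.9 (odds ratio 1.27, Fisher's exact p = 0.326).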

Additionally, 20 out of 111 loss-of-rhythmicity genes and 61 out of 203 gain-of-rhythmic genes were found to be differentially expressed in *WT-old* compared to *WT* (Supplementary File S8).

**FIGURE 6:**
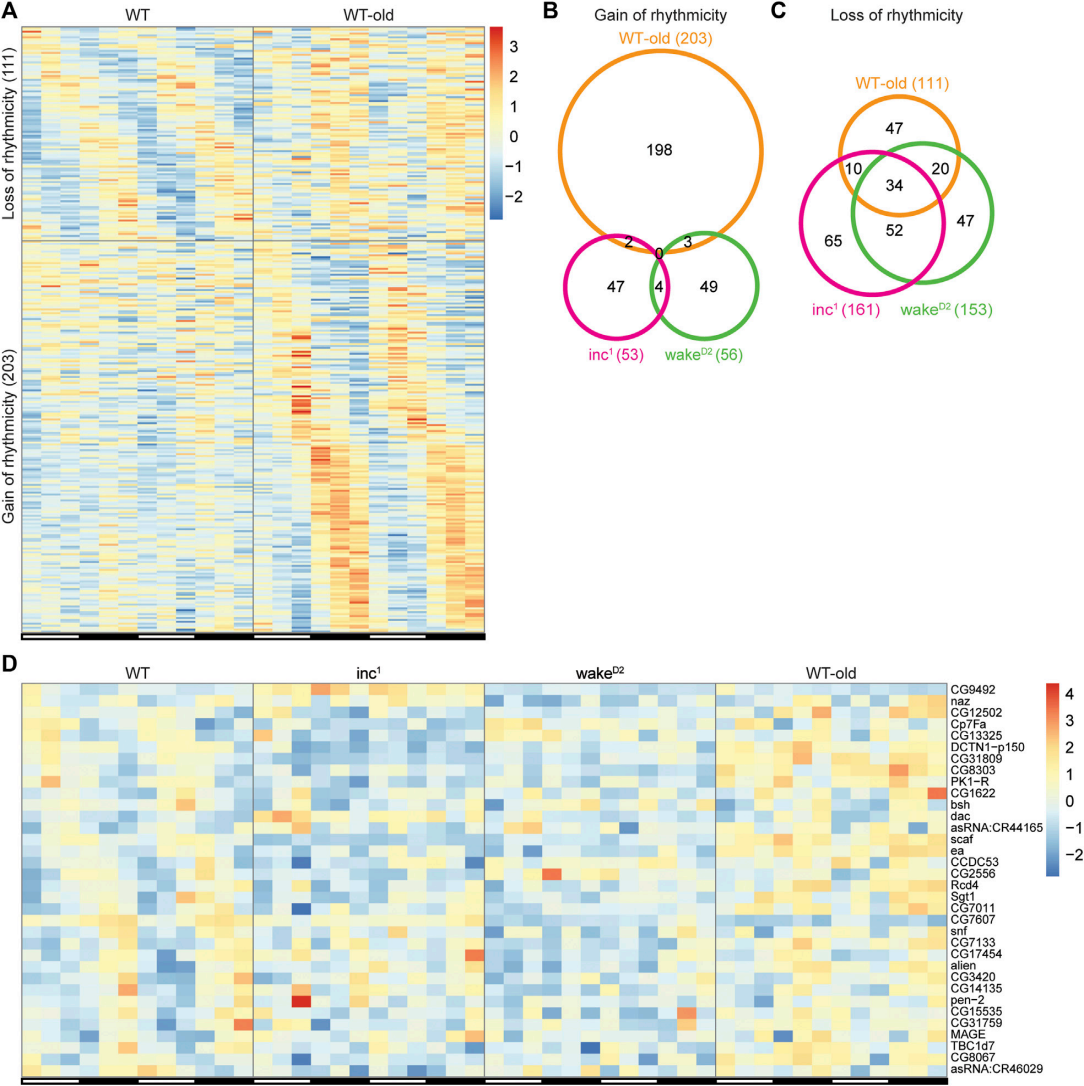
Shared rhythmicity changes across chronically sleep deprived flies and old flies. **(A)** Genes with rhythmicity change in *WT-old*. Each row represents one gene, and each column represents one timepoint. Expression levels are normalized to each gene itself and data are aligned according to the peak expression time in the highly rhythmic group calculated by JTK cycle. The blocked horizontal bars below the panel correspond to the light-dark cycle. **(B,C)** Intersection of gain of rhythmicity genes **(B)** and loss of rhythmicity genes **(C)** in *inc* ^*1*^ (magenta), *wake* ^*D2*^ (green), and *WT-old* (orange). **(D)** Heatmap of the 34 intersected genes in **(C)**. Each row represents one gene, and each column represents one timepoint. Expression levels are normalized to each gene itself and data are aligned according to the peak expression time in *WT* group calculated by JTK cycle. The blocked horizontal bars below the panel correspond to the light-dark cycle.

The results from both sleep mutants and *WT-old* were intersected to detect genes with similar rhythmicity alterations among experimental groups. None of the gain of rhythmicity genes overlapped across the three experimental groups (Figure 6B), suggesting that the *de novo* gain of rhythmicity is context specific. 

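Here, 0 genes gained rhythmicity in *inc* 1, *wake* D2 and *WT-old*. With all timepoints of each group 2 genes did, and with a JTK cycle p under 0.05 as the criterion 3 did.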

Although there were fewer genes in the loss of rhythmicity group than genes in the gain of rhythmicity group in *WT-old*, the intersection of genes with rhythmicity loss across the experimental groups yielded a fairly large subset of overlapping genes (34 intersecting genes; Figure 6C,D, Supplementary File S9). 

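Rhythmicity was lost in *inc* 1, *wake* D2 and *WT-old* by 15 genes here. The 5 with the smallest *WT* p, each with a JTK cycle p of 0.0021 in *WT*, were *CG13085* (FBgn0032780, 2L, 19424050 to 19430270), *CG9449* (FBgn0036875, 3L, 19492053 to 19497723), *CG43693* (FBgn0263776, 3L, 11036358 to 11051371), *lncRNA:CR45880* (FBgn0267540, 3L, 11667278 to 11667898) and *asRNA:CR44165* (FBgn0265050, 2R, 6682521 to 6683749). Their p in the other groups lay between 0.515 and 1. The log2 amplitude of *CG13085* was 0.46 (standard error 0.039) in *WT*, 0.29 (standard error 0.181) in *inc* 1, 0.24 (standard error 0.17) in *wake* D2 and 0.16 (standard error 0.146) in *WT-old*. For *lncRNA:CR45880* it was 0.40 (standard error 0.131) in *WT* and 0.51 (standard error 0.282) in *inc* 1. *asRNA:CR44165* is an antisense gene, so its value depends on the strand setting of the counting, and its *WT* p rose to 0.650 under an alternative setting of the test. Of the paper's 34 genes lost in all 3 groups, 23 had a JTK cycle p under 0.05 in *WT*, and p was over 0.5 for 31 in *inc* 1, 33 in *wake* D2 and 32 in *WT-old*. The paper chose these 34 genes by JTK cycle values in largely the same libraries, so these counts follow in part from the choice.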

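The log2 fold change of *scaf* in *WT-old* was 0.20 (standard error 0.0411, adjusted p = 0.00023, from 1.5e-05 to 0.110 under the alternatives of edgeR's test), opposite in sign to its changes in *inc* 1 and *wake* D2. Its JTK cycle p in *WT-old* was 0.515, and its log2 amplitude fell from 0.24 (standard error 0.0438) in *WT* to 0.14 (standard error 0.0645). Of the 15 genes that lost rhythmicity in all 3 groups here, 0 were among the 412 genes differentially expressed in all 3, against 1.35 if the lists were independent (Fisher's exact p = 0.375).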

Out of the 34 genes that lost rhythmicity in all three experimental groups, only 1 gene, *scaf*, was found to be differentially expressed in all three groups, further supporting the conclusion that changes in circadian oscillation were not due to changes in timepoint averaged expression levels (Supplementary Figure S5)). These results indicate that the disruption of circadian gene oscillation in sleep mutants shares some biological pathways with aging or longevity regulation.

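Of the 65 genes that lost rhythmicity in *WT-old*, 22 were also lost in *inc* 1, against 19.1 if the lists were independent (odds ratio 1.32, Fisher's exact p = 0.352), and 34 in *wake* D2, against 20.8 (odds ratio 3.23, Fisher's exact p = 0.00011). The 3 lists share the same *WT* libraries. The paper reasons from the genes that lost rhythmicity in all 3 groups that the disruption of oscillation in the sleep mutants shares some pathways with aging or longevity regulation.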

## Discussion

Using sleep mutants *inc* ^*1*^ and *wake* ^*D2*^ as models for chronic sleep loss, we observed significant changes in circadian gene oscillation. Rhythmicity changes in sleep mutants *inc* ^*1*^ and *wake* ^*D2*^ were predominantly due to loss of rhythmicity, rather than changes in average expression level. Although we observed gain of rhythmicity in some genes, we did not identify any overlapping pathways or gene sets across both sleep mutants, suggesting that such changes are more likely to be related to the molecular function of *inc* or *wake*, rather than chronic sleep loss. Most interestingly, more than 50% of the genes with altered rhythmicity overlapped between the two sleep mutants. The circadian clock is believed to be intact in *inc* mutants at least within days after eclosion (Stavropoulos and Young, 2011). WAKE proteins have been shown to be rhythmically expressed in clock neurons and act downstream of CLK to regulate timing of sleep onset (Liu et al., 2014). However, we observed that the oscillation amplitudes of the components of the core circadian clock were dampened, which is likely to contribute to the disruption of circadian clock-controlled gene oscillation observed in *inc* ^*1*^ and *wake* ^*D2*^. It was previously reported that a short sleep deprivation is sufficient to perturb the core molecular circadian clock in the mouse brain even long after the mice resumed normal sleep, consistent with our data that chronic sleep deprivation dampened the core molecular clock and circadian rhythmicity profoundly (Hor et al., 2019). Furthermore, we showed that the loss of rhythmicity in *inc* ^*1*^ and *wake* ^*D2*^ was not due to changes in average expression levels of the affected genes. Since sleep-wake cycle has been shown to regulate gene oscillation independent of core molecular clock, it remains to be investigated whether the change of rhythmicity was the result of dampened oscillation of core clock genes or a direct effect of chronic sleep disruption (Maret et al., 2007). The collection of genes that lost rhythmic expression in this study of sleep mutants provides promising material for such investigations.

Large scale changes in circadian gene oscillation have been reported in aged flies (Kuintzle et al., 2017), thus we asked whether aging and chronic sleep-loss have an impact on a common set of rhythmically expressed genes. *De novo* gain of rhythmicity in aged flies was confirmed in our results. However, we observed no gene in the gain-of-rhythmicity groups that was common to *inc* ^*1*^, *wake* ^*D2*^, and old flies. In contrast, 34 genes were shared in the loss-of-rhythmicity groups by such a comparison. These results suggest that the mechanisms underlying the observed gain-of-rhythmicity are likely to be independent of the sleep phenotypes of the mutants. In contrast, certain mechanisms for loss of rhythmicity are likely promoted by both chronic sleep loss and aging.

## Data Availability

The datasets presented in this study can be found in online repositories. The RNA-Seq data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession code GSE148136. The raw sequence data are available for samples of all time points except for WT-ZT28 and WT-ZT40. The counts data generated using STAR and featureCounts for all RNA-seq samples are available. The code used for RNA-seq analysis and intermediary results are available at https://github.com/wangzikun329/Wang2022. RNA-seq expression plots for all genes are available at https://zikunwang.shinyapps.io/rna_seq_gene_plot/.

How the deposited data were processed for this re-analysis (not part of the article)

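Head RNA of *Drosophila* was measured in 46 libraries from 4 groups: *WT* at Day 27 (10 libraries), *inc* 1 at Day 27 (12), *wake* D2 at Day 27 (12) and *WT-old* at Day 49 (12). Each library was made from heads at 1 timepoint, pooled from both sexes by the paper's description, every 4 h from ZT0 to ZT44 over 2 sampling days. ZT28 and ZT40 of *WT* were not used here. The condition and timepoint of every library were taken from the labels of the deposited samples.

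The authors made stranded mRNA libraries, sequenced single reads, aligned them with STAR to a version of the Release 6 fly genome and counted them with featureCounts. They deposited one table of raw read counts per gene, and did not normalize it. The settings of strand and of reads that map to several places in the counting are not named in the paper's text. Of the 17490 gene identifiers in the table, 17288 were matched to a later annotation of the Release 6 assembly, from which symbols and positions were taken. The annotation release that the authors used may define some genes differently, and their counts were used as deposited.

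Total counts per library ranged from 12630462 to 29802881 with a median of 22856683. A gene with 3 counts in the library of the lowest depth is at 0.238 CPM. Such floors, and the intervals of the models, cover counting error and the spread between timepoints, not repeated pools at one timepoint. No pair of libraries of a group was closer than expected from counting, with a smallest chi-square per degree of freedom of 6.10, so no library appeared to be a copy of another.

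Counts were analysed with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes under 1 CPM in more than 28 of the 46 libraries were removed, which left 9969 genes. The paper states the same limit of 28, but for its entire dataset, which also had ZT28 and ZT40 of *WT*, so the filter here is not the same. Counts were normalized by edgeR's TMM method, and log2 CPM values were made with a prior count of 2. Time-averaged expression was tested with edgeR's quasi-likelihood test in a model of the group and the 6 times of day, fitted to all 46 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. A difference in rhythm was tested by the interaction of the group with the cosine and sine of a 24 h period in the same kind of model.

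Rhythms within a group were tested by JTK cycle, written in Python with the exact null distribution of its rank statistic over 18 combinations of period (20 to 28 h) and lag, and by the F test of a 24 h cosine on log2 CPM. Its reference curves were made with pi rounded to 4 decimals, which breaks ties between equal phases. This form was chosen after the counts had arrived, from more than 20 forms tried, because none gave p nearer to those of the paper's supplementary lists. With it, 89.7% of the paper's oscillating genes in *inc* 1 and 93.1% in *wake* D2 had the p that the paper lists, against 12.5% and 10.0% with exact ties, in counts normalized by DESeq2's size factors at all timepoints. Exact ties were added as an alternative. Oscillating genes had p under 0.05 in both tests. Highly rhythmic genes had a JTK cycle p under 0.01 and highly arrhythmic genes a p over 0.5, without adjustment over genes. The paper's methods name adjusted values for these thresholds, and the unadjusted ones were taken because the values of the paper's supplementary lists meet them. Counts of oscillating, lost and gained genes used the 10 timepoints that all groups share. ARSER, GeneCycle and gene ontology analysis were not run. Overlaps were tested by Fisher's exact test against the genes that could enter both lists, peak times by chi-square with 100000 permutations over 12 bins of 2 h, and group separation of correlations and principal components by 100000 permutations of the group labels. The rhythms of the 4 clock genes on the CPM scale were tested exactly, by exchanging the groups within the 10 shared timepoints. The first such test measures any 24 h difference, in amplitude or in peak time, and the second, added after seeing the data, the difference in amplitude alone. CPM values were centred and not scaled, so a change of level alone can enter both tests.

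Genes named in the text were set by a rule before the data were examined: the genes that the paper names, the 3 genes with the smallest p and an absolute log2 fold change of at least 1 per comparison with *WT*, the 3 with the smallest adjusted interaction p per comparison, and the 5 with the smallest *WT* p among those that lost rhythmicity in all 3 groups. Tissue marker genes, sex marker genes, the gene *w*, the genes of highest weight in the principal component and the genes both lost and differentially expressed in both mutants were chosen after the data had been examined.

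Libraries of different groups share a collection timepoint, and the timepoint was treated as the number that pairs them. They come from different flies. The paired fit has the timepoint as a replicate block in place of the time of day. Whether libraries of one timepoint deviate together was checked by the correlation of their deviations from the group and time-of-day means.

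The alternatives tried were DESeq2's size factors, DESeq2's Wald and likelihood ratio tests, edgeR's likelihood ratio test, no expression filter, a minimum of 10 counts in every library, no time covariate, the replicate block, only the groups compared, single sampling days, unadjusted p, all timepoints of each group, single rhythm tests, adjusted rhythm tests and other rhythm thresholds. A filter of at least 1 CPM in 20 libraries, with and without the time covariate, DESeq2 without the time covariate, a score of male tissue markers as a covariate, tied JTK reference curves and the test of amplitude alone were added after seeing the data.

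The tests of time-averaged expression and of interaction and the calls of rhythmic and lost genes were tested on simulated data, with counts drawn from the means and library sizes of the real ones and 200 of 9969 genes changed by 1 on the log2 scale. Recovery was not simulated for time-averaged expression in *WT-old*, genes lost in *wake* D2 or *WT-old*, gained genes, overlaps, peak times or the exact tests of the clock genes. Simulated rhythms had a log2 amplitude of 1 in *WT* and none in the other groups. Smaller rhythms, and rhythms that *WT* shares with another group, were not simulated. The test of time-averaged expression recovered 93.5% of the changed genes in *inc* 1 with 11 false calls, and 93.5% in *wake* D2 with 6. The interaction test recovered 90.5% in *inc* 1 with 9 false calls, 89.5% in *wake* D2 with 18 and 91% in *WT-old* with 7. Of 200 genes simulated as rhythmic in *WT* and flat in *inc* 1, 73.5% were called highly rhythmic in *WT* and 62% were called lost in *inc* 1, as were 0.604% and 0.512% of the other genes. Counts thinned to equal library totals were used to test the effect of depth.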

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

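The lists of body tissue markers and of sex markers, the tests of the size of the sex marker changes, the measure of *w*, the splits with a replicate block or with group levels removed and the checks of sex composition without genes that follow the tissue markers were chosen only after the results were seen. The other tests were set before the results that they measure, but for 2 tests of sex composition in *WT-old* and for splits of the interaction test with a count of 0 or with the levels left in the reading was changed after the values were seen, as stated with each.

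The 24 h rhythm differed from *WT* by a direct test at an adjusted p under 0.05 for 3 genes in *inc* 1, with 339 at an unadjusted p under 0.05. When the labels of *WT* and *inc* 1 were exchanged within timepoints, 10 of the 40 splits drawn gave as many genes, the real one included. Exchanged libraries also differ in level, which can turn into an apparent difference in rhythm, so these splits do not decide. With the fitted level of each group removed gene by gene, 2 of 40 splits gave as many, which is not under the share of 0.05 used as the threshold, so a count of 3 may arise by the grouping alone. With the collection timepoint as a replicate block, 61 genes were called in *inc* 1 (1005 at an unadjusted p under 0.05), and 7 of 40 splits of that model gave as many with the levels left in and 1, the real one, with the levels removed. Deviations of *WT* and *inc* 1 libraries had a mean r of 0.212 at the same timepoint and -0.300 at the same hour of the other day. In *wake* D2 the test without the block called 0 genes, with 149 at an unadjusted p under 0.05. All 40 splits gave as many with the levels left in and all 40 with the levels removed, as any split reaches a count of 0, so this tests nothing, a reading that was set after the value was seen. With the replicate block 2 genes were called (mean r -0.430), and 13 of 40 splits gave as many with the levels left in and 3 with the levels removed.

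In *WT-old*, 171 genes differed in 24 h rhythm from *WT*. As many arose in 6 of 40 splits with the levels left in and in 1 of 40, the real one, with the levels removed, so the count is larger than the other groupings give. The same libraries hold a signal that the paper does not report on. The log2 ratio of *Yp1*, a gene expressed in females, between ZT12 to ZT20 and ZT0 to ZT8 was -7.79 relative to the same ratio in *WT*, and that of the male RNA *lncRNA:roX1* was 0.80. A difference in the share of females between the day and the night pools of *WT-old* is a candidate explanation for both. Over the 5 sex markers the smallest fold change was 1.74, below the limit of 2 that had been written down for this test, which the 2 male RNAs missed and the 3 yolk protein genes passed. By that limit the markers would have counted against a difference in sex composition. The test was instead taken as undecided after its value was seen, because an even mix that turned to males alone would raise a male RNA at most 2-fold. Of the 171 genes, 167 could be compared with *lncRNA:roX1* in the 34 libraries of the other groups, and 92.8% of them followed it with the sign of their change in *WT-old*, against a median of 69.5% and a 95th percentile of 74.9% in 10000 random lists. This share is consistent with a difference in sex composition. Of the 203 genes that the paper lists as gained, 200 could be compared, and 78.5% matched in sign, against a median of 67.5% and a 95th percentile of 72.5% in random lists, which is the 99.98 percentile of those lists. Of the 86 genes that gained rhythmicity here, 83 could be compared and 67.5% matched, at the 64.1 percentile of random lists, so these genes as a list showed no excess. Within the hours of the day or of the night alone, 1 and 4 genes passed an adjusted p of 0.05, with 485 and 853 at an unadjusted p under 0.05, and 4 of 171 (2.34%) is below the limit of 10% that was set beforehand as favoring a difference in sex composition. This test was also taken as undecided after its value was seen, because these fits hold fewer libraries and detect less. Of the 171 genes themselves, 6 had an unadjusted p under 0.05 with the hours of the day alone and 44 with those of the night alone. Total counts differed by 1.11-fold between the night and day libraries of *WT-old*, which leaves depth an unlikely explanation. Age is the condition that the design gives for a biological explanation, and the 171 genes cannot be told apart from a difference in sex composition between the pools.

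Among the 936 genes past an adjusted p of 0.05 in both mutants, 113 changed in opposite directions. These also differed between *inc* 1 and *wake* D2 by a direct test, which follows from the opposite changes and adds no evidence. *CG9497*, which the paper names, is one of them, with a log2 difference of -0.74 between *wake* D2 and *inc* 1. Of 40 splits with the labels of the 3 groups permuted within timepoints, 1, the real one, gave as many genes in both mutants, so the count of 936 is larger than the other groupings give. With the marker score of male tissues as an added covariate, 467 genes were left in both, but the score overlaps with the genotype of *wake* D2. Of the 936 genes, 3.2% had an r over 0.8 with the score across the *wake* D2 libraries, against 5.75% of the genes outside the paper's list, so no excess was found. The genotype is the biological explanation that the design gives. Both mutants also had more RNA of the gene *w* than *WT*, with means of 7.68 CPM in *inc* 1, 10.3 CPM in *wake* D2 and 0.329 CPM in *WT*. Whether this or another difference from *WT* that both mutants share, apart from *inc* and *wake*, adds to the 936 genes was not tested. Differences linked to the segment around each mutated gene were tested as described under the other observations.

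In 11 of 12 *wake* D2 libraries, the median of the male accessory gland markers was above 1 CPM, which was the case in 3 of 10 *WT*, 4 of 12 *inc* 1 and 1 of 12 *WT-old* libraries. Midgut markers reached a median of 335.6 CPM in a *wake* D2 library. Ovary markers were under 1 CPM in every library. RNA of the male reproductive tract and gut in part of the head libraries is a candidate explanation. With the marker score as a covariate, 221 genes were higher in *wake* D2 in place of 1229. Lower genes also fell from 1098 to 462. The score overlaps with the genotype, so this fit alone does not tell the tissues apart from it. Across the *wake* D2 libraries alone, 48.8% of the 1229 had an r over 0.8 with the score. The same held for 19.3% of the paper's 403 genes that are differentially expressed in both mutants, against 5.75% of the other genes. Among the 35 genes that gained rhythmicity in *wake* D2, 0% had an r over 0.8 or under -0.8 with it. A part of the genes higher in *wake* D2 is consistent with RNA of these tissues. The markers of the 4 tissues were at or under 0.0227 CPM in the *wake* D2 library at ZT36 and were above 1 CPM together in the single libraries of the other groups, so they varied between libraries within each genotype. How the RNA entered the libraries was not tested.

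The gene *w* was at a mean of 7.68 CPM in *inc* 1 and 10.3 CPM in *wake* D2, above every *WT* library (mean 0.329 CPM, highest 0.727 CPM) and every *WT-old* library (mean 0.162 CPM, highest 0.367 CPM). It was counted because the wild type strain carries a *w* mutation, and it was chosen after its values were seen. No explanation of this difference was tested.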

How the results depend on the processing

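Alternatives were set before the data were examined, apart from the filter of 1 CPM in at least 20 libraries, DESeq2 without the time of day, the male tissue marker score as a covariate, tied JTK reference curves, the test of amplitude alone and the splits of the interaction test with a replicate block or with levels removed, which were chosen only after the result was seen. Causes of the changes given here are not examined in this part.

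The number of genes differentially expressed stayed within 1.5 times the count reported in 11 of 16 alternatives for *inc* 1 (3113 to 4218), 10 of 16 for *wake* D2 (1578 to 3304), 10 of 15 for *WT-old* (2441 to 3766) and 9 of 16 for both mutants (779 to 1188). Without the time of day in the model, the counts fell to 1825, 1415, 1462 and 352 in this order. The log2 fold changes of *per* (-0.52), *tim* (-0.38) and *cry* (-0.29) in *inc* 1, of *cry* in *wake* D2 (-0.26), and of *Clk* (-0.16) and *scaf* (0.18) in *WT-old* then kept their sign but were not past 0.05. Under the added filter of 20 libraries without the time of day, the counts were 1839, 944, 1490 and 303, and with DESeq2 without the time of day 2001, 1365, 1662 and 406.

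With the first sampling day alone, 1625 genes differed in *inc* 1, 1329 in *WT-old* and 430 in both mutants. *Clk* in *inc* 1 reversed to 0.0079, which was far from the threshold on either side, and *Clk* in *WT-old* (-0.14) was not past 0.05. With the second day alone the counts were 1915 in *inc* 1, 266 in *wake* D2, 1449 in *WT-old* and 188 in both. *cry* in *WT-old* reversed to 0.015, and *per* (-0.27) and *cry* (-0.14) in *inc* 1, *cry* (-0.18) and *CG9497* (-0.32) in *wake* D2, and *Clk* (-0.070) and *CG13071* (-0.66) in *WT-old* were not past 0.05. These single days have fewer than 7 libraries per group, which limits what they can detect. With all genes that had a count, 4963 genes differed in *wake* D2, of which 83.2% were higher against 52.8% under the filter. With the marker score as a covariate, 683 differed in *wake* D2 (221 higher and 462 lower) and 467 in both. At an unadjusted p under 0.05, 1634 differed in both.

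The replicate block of collection timepoints left the time-averaged counts at 3191, 2272, 2740 and 885, and *Clk* in *WT-old* (-0.12, adjusted p = 0.0703) was no longer past 0.05. Same-timepoint libraries of *WT* and *WT-old* had a mean r of -0.0875, which gives no evidence of pairs there. With this replicate block the 24 h interaction test called 61 genes in *inc* 1, 2 in *wake* D2 and 340 in *WT-old*, and the adjusted p of *per* was 0.00019 in *inc* 1 and 0.016 in *WT-old*. Of 40 splits with labels exchanged within timepoints, 7, 13 and 7 gave as many genes in this order, and 1, 3 and 1 did with the level of each group removed. By DESeq2's likelihood ratio test 10 genes in *inc* 1 and 2 in *wake* D2 were called, and *per* in *inc* 1 had an adjusted p of 0.024. The exact permutation test of the CPM amplitude alone gave an adjusted p of 0.0391 for *per* and for *cry* in *inc* 1 and 0.0391 for *cry* in *wake* D2. That test does not tell a change of rhythm from a change of level. With at least 10 counts in every library 5 genes were called in *inc* 1. With only the groups compared in the model 1 was called in *inc* 1 and 50 in *WT-old*, and at the shared timepoints 95 in *WT-old*.

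Oscillating genes in *WT*, *inc* 1, *wake* D2 and *WT-old* numbered 1429, 1033, 1037 and 1882 with the cosine fit alone, 3, 0, 0 and 0 with adjusted JTK p, and 289, 83, 109 and 260 with the adjusted cosine fit. At an unadjusted JTK p under 0.05 they numbered 794, 545, 559 and 794. With tied JTK reference curves the counts were 394, 210, 271 and 370. With all timepoints 1187 genes, and with edgeR's test of 24 h terms 1926, were called in *WT-old*. Fewer genes were called in each mutant than in *WT* under every one of these settings. With edgeR's test of 24 h terms, 617 genes were called in *WT*, 502 in *inc* 1 and 593 in *wake* D2, so the gap of *wake* D2 was small there.

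With Benjamini-Hochberg adjustment of the thresholds of 0.01 and 0.5, 0 genes lost and 0 gained rhythmicity in each comparison. With p under 0.05 in place of 0.01, 381, 335 and 279 genes lost and 216, 176 and 328 gained rhythmicity in *inc* 1, *wake* D2 and *WT-old*, with 229 lost and 18 gained in both mutants and 118 and 3 in all 3 groups. With p over 0.2 in place of 0.5, 27 genes were lost in all 3 groups and 2 gained in both mutants. With all timepoints of each group, 70, 85 and 245 genes were gained in *inc* 1, *wake* D2 and *WT-old*, 10 in both mutants and 2 in all 3, and 37 were lost in *WT-old*. With tied reference curves, 16, 14 and 14 genes were lost and 3, 4 and 9 gained in the same order, 6 and 0 in both mutants, and 1 was lost in all 3. The gained genes shared by both mutants were 2 with DESeq2's size factors, 0 with at least 10 counts and 0 with a 24 h period only.

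The odds ratio for genes that both lost rhythmicity and were differentially expressed in both mutants passed 0.05 with p under 0.05 as the rhythm threshold (0.399) and with all timepoints (0.290), in the same direction. The peak times of genes lost in *inc* 1 alone and in both no longer differed with all timepoints (permutation p = 0.369). Those of genes lost in *wake* D2 differed from the other highly rhythmic genes in 6 bins of 4 h (permutation p = 0.0269). With all timepoints they did not (permutation p = 0.245). With all filtered genes, 4.12% of the second principal component of the Day 27 groups lay between genotypes (p = 0.516), and with DESeq2's variance stabilizing transformation 89.3% did (p = 1e-05).

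Of the other values for single genes, 322 kept their direction and their side of the threshold, 7 JTK p values and 0 others moved past 0.05, and 4 JTK p values and 3 interaction p values were no longer past it. The JTK p that did so were those of *Sod2*, *CG13071*, *lncRNA:CR45880* and *asRNA:CR44165* in *WT* with a 24 h period only.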

Differences from the paper's values

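The alternatives that add a filter of 20 libraries or the male tissue marker score, leave the time of day out of DESeq2, leave equal phases of the JTK reference curves tied or test the amplitude alone were chosen only after the result was seen. The other alternatives named here were set before the data were examined.

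The paper reports 1115 oscillating genes in *WT*, 663 in *inc* 1 and 809 in *wake* D2, against 700, 441 and 497 here. For *WT*, a 24 h period only (769), JTK cycle alone (794) and the cosine fit alone (1429) came within 1.5 times the paper's value. For *inc* 1, all timepoints (520), a 24 h period only (476), JTK cycle alone (545) and edgeR's 24 h test (502) did, and for *wake* D2, all timepoints (639), JTK cycle alone (559), the cosine fit alone (1037) and edgeR's 24 h test (593). DESeq2's size factors, a minimum of 10 counts, both adjusted tests and thinned counts did not for any of the 3, nor did tied reference curves, chosen after seeing the values. For genes oscillating in all 3 groups, the paper's value is 279 and the value here 107, and the cosine fit alone (361) and edgeR's 24 h test (274) came within that range while the others did not.

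The paper's counts of genes that lost rhythmicity are 161 in *inc* 1, 153 in *wake* D2 and 111 in *WT-old*, against 78, 85 and 65 here. With p over 0.2 in place of 0.5 as the limit for arrhythmic genes, the counts of 111 in *inc* 1 and 82 in *WT-old* came within 1.5 times the paper's, and 101 in *wake* D2 did not, nor did any other alternative or thinned counts. The paper's counts of gained genes are 56 in *wake* D2 and 203 in *WT-old*, against 35 and 86 here. A limit of 0.2 gave 46 and counts thinned to equal totals gave 41 in *wake* D2, all timepoints gave 245 in *WT-old*, and the others did not come within range. Lost genes shared by both mutants number 86 in the paper and 42 here, and those shared by all 3 groups 34 in the paper and 15 here. The limit of 0.2 gave 60 and 27, thinned counts gave 65 and 28, and no other alternative came within range. Gained genes shared by both mutants number 4 in the paper and 1 here, and none of the alternatives came within 1.5 times the paper's value, the nearest being 2 with the limit of 0.2 and 2 with DESeq2's size factors.

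For genes differentially expressed in both mutants, the paper's values are 437 with DESeq2, 404 with edgeR and 403 with both, against 936 here. Without the time of day (352) and with the first sampling day alone (430), the count was within 1.5 times each of the paper's values, and with the other alternatives set before the data were examined it was not. DESeq2 without the time of day, chosen after seeing the values, gave 406. The filter of 20 libraries without the time of day and the male tissue marker score as a covariate, also chosen after seeing the values, gave 303 and 467. For *wake* D2, the paper shows about 1100 genes with DESeq2 and about 1000 with edgeR (Figure 5B,C, read by eye), against 2327 here. A minimum of 10 counts (1578), no time of day (1415) and the first day alone (1622) came within 1.5 times the first of these, and no time of day within 1.5 times the second. DESeq2 without the time of day (1365) and the filter of 20 libraries without it (944), both chosen after seeing the values, came within range of both. The male tissue marker score as a covariate (683), chosen after seeing the values, came within 1.5 times the second. For *inc* 1 the paper shows about 2100 genes with edgeR (Figure 5C, read by eye), against 3337 here, and all genes with a count (3113), no time of day (1825), the first day (1625), the second day (1915) and thinned counts (3052) came within 1.5 times it. DESeq2 without the time of day (2001) and the filter of 20 libraries without it (1839), both chosen after seeing the values, also did. In *WT-old* the paper's supplementary list holds 1653 genes, against 2861 here. All genes with a count (2441), no time of day (1462), the first day (1329) and the second day (1449) came within range, as did DESeq2 without the time of day (1662) and the filter of 20 libraries without it (1490), both chosen after seeing the values.

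Of the genes that lost rhythmicity and were differentially expressed in both mutants, the paper has 3 and there were 5 here, and with all timepoints there were 3. DESeq2's Wald test (6) and a rhythm threshold of 0.05 (21) did not come within range. In *WT-old* the paper has 61 gained genes that were differentially expressed, against 27 here, and none of the alternatives computed for this value came within range. In all 3 groups the paper has 1 gene that was lost and differentially expressed, against 0 here. With all timepoints there were 0 and with a rhythm threshold of 0.05 there were 3, so neither came within range.

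The paper states that amplitudes of *per*, *tim* and *cry* were lower in *inc* 1 and that of *cry* in *wake* D2, with strongly significant adjusted p. Here the interaction test had an adjusted p of 0.187 for *per* and 1 for *tim* and *cry* in *inc* 1, and 1 for *cry* in *wake* D2. *per* passed 0.05 with the replicate block (0.00019), for which same-timepoint libraries of *WT* and *inc* 1 had a mean r of 0.212, and with DESeq2's likelihood ratio test (0.024), and no interaction test called *tim* or *cry*. The exact permutation test of the CPM amplitude alone, chosen after seeing the values, gave adjusted p of 0.0391 for *per* and *cry* in *inc* 1 and for *cry* in *wake* D2, and 0.0844 for *tim* in *inc* 1. A lower level alone can lower this amplitude, so it does not tell rhythm from level. The test of the time-averaged level passed 0.05 for the 4 pairs of gene and mutant that the paper marks as significant and for none of the 4 that it marks as not significant. The genes oscillating in one group alone differed in peak time here (permutation p = 1e-05 for *inc* 1 and for *wake* D2, the smallest the permutations can give). This comparison leaves out the genes shared with *WT*, and genes are not independent replicates in it. The paper describes the phase distributions of the oscillating genes as resembling those of *WT*, which this comparison cannot decide. It finds no difference between the peak times of lost genes in the mutants and of those shared, while the genes lost in *inc* 1 alone and in both gave p = 0.0341 here (0.102 after adjustment over the 3 comparisons of lost genes), p = 0.0205 in 6 bins of 4 h and p = 0.369 with all timepoints.

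The paper's genes that lost rhythmicity and were differentially expressed in both mutants are *scaf*, *CG9497* and *CG13071*. Here they were *CG15120*, *CG13671*, *ATPsynE*, *Irk2* and *lncRNA:CR45880*. *CG9497* met the criterion for loss in both mutants with all timepoints, and *CG13071* with a rhythm threshold of 0.05, while *scaf* did not at that threshold, with a *WT* p of 0.0844 here and 0.0281 with a 24 h period only. Of the other genes that the paper names as lost in both mutants, *Nse4* was called in both here and *pen-2* with all timepoints. *PK1-R*, *ea*, *Sod2* and *MAGE* were called with a rhythm threshold of 0.05, and *Traf6* under no threshold that was tried. The paper reports no gained gene common to all 3 groups, where all timepoints gave 2 here and a rhythm threshold of 0.05 gave 3.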

Other observations

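The tests that leave out genes following the tissue markers, and the reading of splits with a count of 0, were chosen only after the result was seen. The other tests in this part were set before the results that they measure.

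The number of genes that differed in time-averaged expression from *WT* was larger in the real grouping than in other groupings. Of 40 splits drawn with labels exchanged within timepoints, 1, the real one, gave as many genes in *inc* 1, and the same was found in *wake* D2 (1 of 40) and *WT-old* (1 of 40). In *WT-old* these splits do not tell age apart from the low *Yp1* of the pools of ZT12 to ZT20. After thinning to equal library totals, 91.5% of the number of genes in *inc* 1 and 92.4% of that in *wake* D2 were called, so depth leaves most of the count in place. The share of genes called within 2 Mb of *inc* did not differ detectably from elsewhere in *inc* 1 (36.8% and 33.4%, Fisher's exact p = 0.259). Within 2 Mb of *wake*, 30.5% were called in *wake* D2 against 23.0% elsewhere (Fisher's exact p = 0.0010). Differences linked to the mutated segment may therefore add to the *wake* D2 count, and 2206 of its 2327 genes lie outside the segment. The log2 fold changes of all genes were correlated with the *WT-old* change between night and day net of *WT*, with Pearson's r across genes of -0.52 in *inc* 1 and -0.59 in *wake* D2, and Spearman's rho of -0.32 and -0.18. A difference in sex composition between genotypes would give such a correlation, but over the 9170 genes that do not follow the tissue marker score Pearson's r was -0.165 in *inc* 1 and -0.048 in *wake* D2, and Spearman's rho -0.228 and -0.057. In the same direction, *Yp1* averaged 35110 CPM in *inc* 1 and 30560 in *wake* D2 against 23820 in *WT*, and *lncRNA:roX1* 627 and 579 against 766. A larger share of females in the mutant pools is therefore not excluded, above all in *inc* 1, where most of the rank correlation is left. Genes are not independent replicates in these correlations.

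Splits of the rhythm counts were made by exchanging the centred values of *WT* and another group within timepoints, 100 of each. A difference in the number of oscillating genes as large as the real one arose in 11 splits with *inc* 1, 12 with *wake* D2 and 83 with *WT-old*. As many lost genes arose in 12 splits for *inc* 1, 7 for *wake* D2, 61 for *WT-old*, 18 for both mutants and 79 for all 3 groups. As many gained genes arose in 80 splits for *inc* 1, 89 for *wake* D2, 24 for *WT-old*, 86 for both mutants and 100 for all 3 groups, where the real count was 0 and any split reaches it, so that comparison tests nothing. With a share under 0.05 as the threshold, none of the other counts stood apart from regrouped libraries, so each may arise from the choice of 10 timepoints per group without a difference between the groups.

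Sharing of lost genes between the mutants was compared with the sharing found when another group is the comparator. Of the genes lost in *inc* 1 or *wake* D2 relative to *WT*, 34.7% were lost in both. With *inc* 1 as the comparator, 58% of the genes lost in *WT* or *wake* D2 were lost in both, and with *wake* D2 as the comparator 28.8% of those lost in *WT* or *inc* 1 were. The sharing is consistent with lists that have a comparator in common.

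More genes lost than gained rhythmicity in the mutants, and genes picked for high rhythmicity in *WT* would show this without a change. Genes picked by another group were therefore examined. Of the 497 genes oscillating in *wake* D2, 59.4% had a lower amplitude in *inc* 1 than in *WT*. Of the 441 genes oscillating in *inc* 1, 50.3% had a lower amplitude in *wake* D2 than in *WT*. In *inc* 1 a lower amplitude was thus more common in these genes, of which 229 were also called oscillating in *WT*. Regrouped libraries were not examined for this share, and genes are not independent replicates in it. It therefore does not decide whether the choice of genes accounts for the excess of losses in *inc* 1. In *wake* D2 the excess of losses may come from the choice of genes.

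Fewer genes were called oscillating in *inc* 1 and *wake* D2 than in *WT*. After thinning, 93.8% of the difference was left in *inc* 1 and 109.9% in *wake* D2, so it does not come from depth. The residual SD around the 24 h fit was larger than in *WT* by a median ratio of 1.23 in *inc* 1 and 1.09 in *wake* D2, and larger in 73.6% and 60.4% of genes. More scatter between timepoints is a candidate explanation for the smaller counts. In *wake* D2, the genes oscillating in *inc* 1 had a median amplitude of 0.997 times that of *WT*, and it was lower in 50.3% of them. These genes as a set showed no lower amplitude, but a median over genes that go both ways does not exclude weaker rhythms in *wake* D2. In *inc* 1 the genes oscillating in *wake* D2 had a median ratio of 0.893, and scatter and weaker rhythms may both contribute.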
